# Determining the effects of trastuzumab, cetuximab and afatinib by phosphoprotein, gene expression and phenotypic analysis in gastric cancer cell lines

**DOI:** 10.1186/s12885-020-07540-7

**Published:** 2020-10-28

**Authors:** Karolin Ebert, Gwen Zwingenberger, Elena Barbaria, Simone Keller, Corinna Heck, Rouven Arnold, Vanessa Hollerieth, Julian Mattes, Robert Geffers, Elba Raimúndez, Jan Hasenauer, Birgit Luber

**Keywords:** Trastuzumab, Cetuximab, Afatinib, Gastric cancer, Motility, Phosphoprotein, Gene expression

## Abstract

**Background:**

Gastric cancer is the fifth most frequently diagnosed cancer and the third leading cause of cancer death worldwide. The molecular mechanisms of action for anti-HER-family drugs in gastric cancer cells are incompletely understood. We compared the molecular effects of trastuzumab and the other HER-family targeting drugs cetuximab and afatinib on phosphoprotein and gene expression level to gain insights into the regulated pathways. Moreover, we intended to identify genes involved in phenotypic effects of anti-HER therapies.

**Methods:**

A time-resolved analysis of downstream intracellular kinases following EGF, cetuximab, trastuzumab and afatinib treatment was performed by Luminex analysis in the gastric cancer cell lines Hs746T, MKN1, MKN7 and NCI-N87. The changes in gene expression after treatment of the gastric cancer cell lines with EGF, cetuximab, trastuzumab or afatinib for 4 or 24 h were analyzed by RNA sequencing. Significantly enriched pathways and gene ontology terms were identified by functional enrichment analysis. Furthermore, effects of trastuzumab and afatinib on cell motility and apoptosis were analyzed by time-lapse microscopy and western blot for cleaved caspase 3.

**Results:**

The Luminex analysis of kinase activity revealed no effects of trastuzumab, while alterations of AKT1, MAPK3, MEK1 and p70S6K1 activations were observed under cetuximab and afatinib treatment. On gene expression level, cetuximab mainly affected the signaling pathways, whereas afatinib had an effect on both signaling and cell cycle pathways. In contrast, trastuzumab had little effects on gene expression. Afatinib reduced average speed in MKN1 and MKN7 cells and induced apoptosis in NCI-N87 cells. Following treatment with afatinib, a list of 14 genes that might be involved in the decrease of cell motility and a list of 44 genes that might have a potential role in induction of apoptosis was suggested. The importance of one of these genes (*HBEGF*) as regulator of motility was confirmed by knockdown experiments.

**Conclusions:**

Taken together, we described the different molecular effects of trastuzumab, cetuximab and afatinib on kinase activity and gene expression. The phenotypic changes following afatinib treatment were reflected by altered biological functions indicated by overrepresentation of gene ontology terms. The importance of identified genes for cell motility was validated in case of *HBEGF*.

**Supplementary information:**

**Supplementary information** accompanies this paper at 10.1186/s12885-020-07540-7.

## Background

Gastric cancer is still a major health concern with worldwide 1,033,701 new cases and 782,685 deaths in 2018 [1]. Patients with HER2-positive recurrent or metastatic gastric cancer benefit from treatment with trastuzumab in combination with platin-fluoropyrimidine chemotherapy [2]. Since not all patients respond or develop resistance during treatment with the HER2-antibody trastuzumab, alternative treatment options are needed [3]. The survival benefit following therapy with the EGFR-antibody cetuximab in combination with chemotherapy in advanced esophago-gastric cancer was investigated in the EXPAND study. The addition of cetuximab did not improve progression-free survival in these patients [4]. However, the identification of biomarkers could help to identify patients which may benefit from cetuximab treatment. Currently ongoing clinical trials are investigating first or second line therapies with the pan-HER tyrosine kinase inhibitor afatinib [5–7].

The molecular mechanisms of action and resistance mechanisms of these targeted therapies are only partly understood. Several mutations in HER2 were reported, which might be associated with trastuzumab resistance [8–10]. Various RTKs, such as AXL [11], EGFR [12], HER3 [13, 14] and MET [15–17] can compensate the inhibition of signaling pathways by anti-HER therapies. Moreover, the downstream signaling pathway can be maintained by genetic alterations, such as mutations of the PI3K catalytic subunit (PIK3CA) or low PTEN expression [18–20]. We previously investigated the effects of trastuzumab and afatinib on the signaling network in gastric cancer cell lines with one time point of treatment. Even though HER2 activation was significantly reduced in NCI-N87 cells, no effect on the downstream kinase activity was observed under trastuzumab treatment [21]. Therefore, we now analyzed the time-resolved effects of the different anti-HER treatments on the downstream signaling pathways that were not addressed by earlier investigations.

Besides the effects on cellular signaling [21] and gene expression [22–24], anti-HER therapies are known to influence the phenotypic behavior of cancer cells. For example, afatinib is known to reduce cell migration and induce apoptosis in various cancer entities [25–34]. It is currently unknown which genes contribute to the altered phenotypic behavior after anti-HER-family therapies. The identification of molecular processes underlying these phenotypic responses could help to deepen the understanding of the mechanism of action of these targeted therapies and may help selecting the appropriate treatment.

During this work, we aimed to compare the molecular and phenotypic effects of the anti-HER-family drugs trastuzumab, cetuximab and afatinib. Additionally, we intended to understand the molecular mechanisms of response to different drugs and we aimed to identify genes involved in phenotypic effects of anti-HER therapies.

## Methods

### Cell culture

The gastric cancer cell lines MKN1 (Cell Bank RIKEN BioResource Center), MKN7 (Cell Bank RIKEN BioResource Center), NCI-N87 (ATCC Cell Biology Collection) and Hs746T (ATCC Cell Biology Collection) were cultured as described earlier [21, 35]. All four cell lines were established from metastatic sites of gastric carcinomas (Additional file 1).

### Luminex analyses

Luminex as high throughput method was used to analyze the activation of multiple phosphoproteins. Cells were treated with EGF (5 ng/ml, Sigma Aldrich), cetuximab (Cet, 1 μg/ml, Merck), trastuzumab (Tra, 5 μg/ml, Roche) or afatinib (Afa, 0.5 μM, Biozol) for 3, 5, 15, 30, 60 and 240 min. We used untreated instead of DMSO-treated cells as control for afatinib since we previously showed minor effects of DMSO compared to afatinib treatment in western blot experiments [21]. Trastuzumab and cetuximab are solved according to the solutions used in patients (trastuzumab solvent (3.36 mg L-Histidine HCl, 2.16 mg L-Histidine, 136.2 mg trehalose, dihydrate, and 0.6 mg polysorbate 20 solved in 7.2 ml sterile water) [21], cetuximab solvent (8.48 mg/ml NaCl, 1.88 mg/ml Na_2_HPO_4_x7H_2_O, 0.41 mg/ml NaH_2_PO_4_xH_2_O)). Thirteen different phosphoproteins (EGFR (Y1068), FAK1 (Y397), SRC (Y419), AKT1 (S473), GSK3A (S21), MAPK3 (T202/Y204), MEK1 (S217/S221), NFκB (S536), IκBA (S32/S36), p70S6K1 (T389), MAPK12 (T180/Y182), STAT3 (Y705), STAT5 (Y694)) were chosen. Luminex data were log2-transformed and analyzed using the MATLAB statistical toolbox. Batch effects were corrected by fitting a linear mixed effect model for each protein and subtracting the inferred batch-specific contribution. The batch-corrected data were used to compute the median fold changes between pairs of experimental conditions. We considered only changes with an absolute median fold change > 1.5. The statistical significance of changes was assessed using the Student’s t-test. In the cluster analyses the *p*-values were adjusted using Bonferroni-Holm method. For visualization purposes, the adjusted *p* values were grouped (≤0.001; 0.001–0.01; 0.01–0.05). For direct comparison of Luminex data to western blot results, the antilogarithm of batch-corrected Luminex dataset was taken and the untreated samples was set to 100%, exactly as it was done for the samples analyzed by western blot. Pearson correlation coefficients with respective significance were calculated comparing the protein activation between Luminex and western blot.

### RNA extraction

Cells were seeded in 10 cm dishes 1 day before treatment. MKN1, MKN7 and Hs746T cells were plated at a density of 1.7 × 10^4^ cells/cm^2^ and NCI-N87 at 2 × 10^4^ cells/cm^2^. Medium was changed 2 h before treatment. Cells were treated with EGF (5 ng/ml, Sigma Aldrich), cetuximab (Cet, 1 μg/ml, Merck), trastuzumab (Tra, 5 μg/ml, Roche), afatinib (Afa, 0.5 μM, Biozol) or dimethylsulfoxid (DMSO, 0.05%, afatinib solvent control) for 4 h or 24 h. RNA and micro RNA were isolated using the mirVana™ miRNA Isolation Kit (Thermo Fisher Scientific), according to manufacturer’s instructions. The RNA was eluted in nuclease-free water. DNase digestion was performed using the DNA-free™ DNA Removal Kit (Thermo Fisher Scientific) according to manufacturer’s instructions.

### Next generation sequencing

Quality and integrity of total RNA was controlled on Agilent Technologies 2100 Bioanalyzer (Agilent Technologies). The RNA sequencing library was generated from 500 ng total RNA using Dynabeads® mRNA DIRECT™ Micro Purification Kit (Thermo Fisher Scientific) for mRNA purification followed by NEBNext® Ultra™ II Directional RNA Library Prep Kit (New England BioLabs) according to manufacturer’s protocols. The libraries were sequenced on Illumina NovaSeq 6000 using NovaSeq 6000 S2 Reagent Kit (200 cycles, paired end run) with an average of 3 × 10^7^ reads per RNA sample. Primary data analysis was performed as indicated in Additional file 1.

### Functional enrichment analysis

Functional analysis was performed by R package “clusterProfiler 3.5.6” [36]. The GeneRatio is defined as the number of differentially expressed genes within the geneset divided by the total number of differentially expressed genes. As an example, a GeneRatio of 6/43 means that 6 out of 43 differentially expressed genes belong to this pathway. The BgRatio is defined as the number of genes within this geneset divided by the number of genes within the collection of genesets. As an example, a BgRatio of 70/5844 means that 70 out of 5844 genes belong to this pathway.

### Time-lapse microscopy

Plastic culture dishes (TPP, growth area 9.2 cm^2^) were coated with laminin (1.65 μg/cm^2^, Sigma-Aldrich) while glass-bottom culture dishes (MatTek Corporation, growth area 9.2 cm^2^) were coated with collagen I (16.3 μg/cm^2^, VWR). MKN7 cells were plated onto laminin-coated dishes at a density of 1.1 × 10^5^ cells/dish. MKN1, Hs746T and NCI-N87 cells were plated onto collagen-coated dishes at densities of 2 × 10^5^ cells/dish, 1.5 × 10^5^ cells/dish and 2.5 × 10^5^ cells/dish, respectively. MKN7 cells were plated 24 h before filming was started. MKN1, Hs746T and NCI-N87 cells were plated 1 h before filming was started. Time-lapse microscopy and determination of *motile cells* and *average speed* were carried out as described earlier [35, 37]: Cells were cultivated in a microscope-coupled incubation chamber (5% CO_2_, 37 °C). Phase-contrast images were taken every 3 min for 7 h with an Axio Observer A1 microscope (Zeiss) with a 10×/0.3 Ph1 objective lens. The *percentage of motile cells* was determined by counting the cells in a microscopic field that moved completely out of the initial area within the observation time of 7 h. Only attached non-dividing cells that did not leave the observation field during the video were analysed. The *average cell speed* was calculated by dividing the manually determined pathway lengths of the cells by the observation time of 7 h.

### Computational cellular motility analysis

Only cells present in all frames t of a video of moving cells under time-lapse microscopy have been considered. For each such cell the position (x, y) in the center of its nucleus in a frame t has been determined and recorded as (x, y, t). This has been done for any frame t. This leads to a sequence of vectors (x, y, t), the trajectory of the cell, where t is varying from 1 to N, with N the total number of frames in the video. Thereby, the first point (x_1_, y_1_) of the trajectory, represented in the sequence by (x_1_, y_1_, 1), can either be calculated by an algorithm [38] or placed manually. In this paper manual placing was used. The positions in each successive frame have been computed by the algorithm of Debeir [39] with manual correction where necessary. In difficult cases the points are placed manually also in successive frames. A cell is considered to be present in a frame if its nucleus is completely visible. Only cells not undergoing cell division are considered. For a trajectory (x, y, t), 1 ≤ t ≤ N, its *approximate average speed* is calculated as described earlier [17]: the approximate average speed is defined as the approximate trajectory length divided by the total elapsed time of the video sequence.

### Western blot

Western blot analyses were performed as described earlier [40, 41]. MKN1, MKN7, Hs746T and NCI-N87 cells were treated for 24 h with EGF (5 ng/ml, Sigma Aldrich), cetuximab (1 μg/ml, Merck), trastuzumab (5 μg/ml, Roche) or afatinib (0.5 μM, Biozol). Antibodies against pAKT (1:2000 in 5% BSA TBST,# 9271, Cell Signaling Technology), pMEK1/2 (1:1000 in 5% BSA TBST, # 9154, Cell Signaling Technology), ppMAPK3 (1:2000 in 5% milk TBS-T,# 9101, Cell Signaling Technology), pp70S6K (1:1000 in 5% BSA TBST,# 9205, Cell Signaling Technology), cleaved caspase 3 (Asp 175) (1:1000 in 5% skimmed milk TBST, #9664, Cell Signaling Technology), α-tubulin (1:10000 in 5% skimmed milk TBST, #T9026, Sigma-Aldrich), anti-rabbit IgG (1:2000 in TBST, #7047, Cell Signaling Technologies) and anti-mouse IgG (1:10000 in 5% skimmed milk TBST, #NA931, GE healthcare, distributed by VWR) were used.

### Transfection with siRNA and RNA extraction

Medium was exchanged to antibiotic-free medium 1 day after plating of MKN1 cells at a density of 1.7 × 10^4^ cells/cm^2^. Cells were transfected using Lipofectamine 2000 (Thermo Fisher Scientific) and HBEGF siRNA (Flexi Tube Gene Solution (pool of 4 different siRNAs), Qiagen) 2 h after medium replacement. The unlabeled and labeled (AF 488) All Star Negative Control siRNA (Qiagen) were used as controls. RNA was extracted on day 1 after transfection (RNeasy Mini Kit, Qiagen) to check the knockdown efficiency by qPCR. The efficiency was assessed with AF 488-labeled negative control siRNA 1 day after transfection. More than 90% of MKN1 cells resulted successfully transfected.

### Quantitative PCR

RNA was transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Candidate gene expression was measured using the TaqMan Gene Expression Assays for HBEGF (Hs00181813_m1), CD274 (Hs01125296_m1) or ACTB (Hs01060665_g1, reference) and the TaqMan Universal PCR Master Mix (Thermo Fisher Scientific). All procedures were carried out according to manufacturer’s instructions. The LightCycler® 480 instrument and software (Roche) were used to determine the relative gene expression.

### Statistical analyses for in vitro experiments

Data are presented as mean of at least three independent experiments with standard deviation. One-sample or two-sample t-test was calculated using SPSS Statistics (IBM). Statistically significant differences are represented by *p < 0.05, **p < 0.01 or ***p < 0.001. Gene expression data are presented with log2-transformed fold-change (log2FC) and *p*-value adjusted according to Benjamini-Hochberg (FDR, p.adjust).

### Database search for genetic alterations

A database search was performed for genetic alterations in genes encoding the 13 different investigated phosphoproteins (EGFR (Y1068): *EGFR* gene; FAK1 (Y397): *PTK2* gene; SRC (Y419): *SRC* gene; AKT1 (S473): *AKT1* gene; GSK3A (S21): *GSK3A* gene; MAPK3 (T202/Y204): *MAPK3* gene, MEK1 (S217/S221): *MAP 2 K1* gene; NFκB (S536): *NFkB* gene; IκBA (S32/S36): *IkBA* gene; p70S6K1 (T389): *RPS6KB1* gene; MAPK12 (T180/Y182): *MAPK12* gene; STAT3 (Y705): *STAT3* gene, STAT5 (Y694): *STAT5* gene) in cell lines MKN1, MKN7, NCI-N87 and Hs746T. Mutational data were derived from the last public COSMIC version (v90). The database search was performed on March 28, 2020.

## Results

### Workflow for phosphoprotein, gene expression and phenotypic analysis

The cell lines MKN1, MKN7, NCI-N87 and Hs746T were established from metastatic sites of gastric carcinomas (Additional file 1).

MKN1 and Hs746T cells were treated with EGF, cetuximab or the combination of both. MKN1, MKN7, NCI-N87 and Hs746T cells were treated with trastuzumab, afatinib or the combination of both. Cell lines were selected according to the previously published response characterization. MKN1 cells are responsive to cetuximab treatment whereas Hs746T cells are not [35, 41]. In case of trastuzumab, NCI-N87 cells were described as responder and MKN7 and MKN1 cells as non-responder. NCI-N87, MKN1 and MKN7 cells were characterized as afatinib responder while Hs746T cells were described as afatinib non-responder [21, 42]. The phosphoprotein analysis of selected downstream kinases was performed by Luminex analysis. 

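RNA was sequenced from MKN1 and Hs746T cells that were left untreated or treated with EGF (5 ng/ml), cetuximab (1 μg/ml), EGF + cetuximab, trastuzumab (5 μg/ml), afatinib (0.5 μM) or trastuzumab + afatinib for 4 h or 24 h. MKN7 and NCI-N87 cells were left untreated or treated with trastuzumab, afatinib or trastuzumab + afatinib. All of them are established gastric cancer cell lines. Each of the 44 conditions had 3 replicates. The authors deposited the counts of each library on Ensembl gene identifiers, without normalization. The libraries held between 25832557 and 69434151 counts on genes, with a median of 50725776. The smallest level that such a library can show, taken as 3 counts, was 0.0432 CPM (counts scaled to the library total by edgeR) in the deepest and 0.116 in the shallowest library, and this covers counting error only. Counts on protein-coding genes made up 98.3% of the total. The libraries of one cell line were fitted together in edgeR's quasi-likelihood model after TMM normalization, and each treatment was compared with untreated cells of the same time point. A gene was called regulated by the selection criteria of the paper, a false discovery rate (Benjamini-Hochberg) below 0.05 and a log2FC above 1 or below -1. The tests covered 19815 genes in MKN1, 18483 in MKN7, 19078 in NCI-N87 and 18667 in Hs746T cells. Deviations from the mean of the condition were correlated between same-numbered replicates of different conditions (mean Pearson's r across genes 0.68). Replicates with other numbers had a mean r of -0.32. The 3 deviations of a condition sum to 0, so this value is no separate comparison. For same-numbered replicates, the mean r ranged from 0.45 in MKN1 cells at 24 h to 0.84 in Hs746T cells at 24 h. Single pairs went down to -0.34 in MKN1 cells at 24 h. Because of these correlations, each count of regulated genes was also computed with the replicate number as a block. Levels of single genes are given below as TMM-normalized CPM (mean ± SD, n = 3 libraries). The largest rises and falls named below are those among regulated genes with a mean log2 CPM above 1. These genes also had to change in the same direction in all 3 same-numbered pairs, so larger changes of other genes are not named.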

RNA sequencing was used to determine differentially expressed genes. Significantly enriched pathways and biological function (gene ontology) were determined by functional enrichment analysis of gene expression data. Additionally, cell motility and apoptosis were assessed by time-lapse microscopy and western blot, respectively. The molecular effects of trastuzumab, cetuximab and afatinib were compared on the level of intracellular signaling, gene expression and phenotype. Moreover, genes potentially involved on phenotypic behavior after afatinib treatment were identified (Fig. 1).

**Fig. 1:**
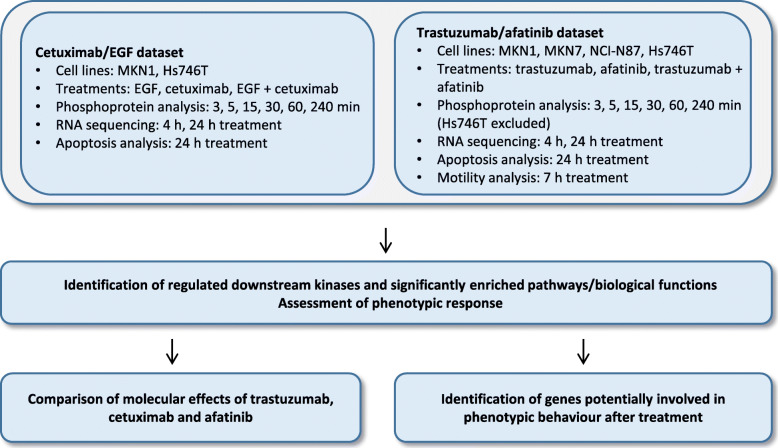
Workflow for phosphoprotein, gene expression and phenotypic analysis. MKN1 and Hs746T cells were treated with EGF, cetuximab or the combination of both. MKN1 cells are cetuximab responder and Hs746T cells are cetuximab non-responder [35, 41]. MKN1, MKN7, NCI-N87 and Hs746T cells were treated with trastuzumab, afatinib or the combination of both. NCI-N87 cells are trastuzumab responder and MKN7 and MKN1 are trastuzumab non-responder [21, 42]. NCI-N87, MKN1 and MKN7 cells are afatinib responder and Hs746T cells are afatinib non-responder [21]. Phosphoprotein analysis of selected downstream kinases, RNA sequencing, apoptosis and motility analysis were performed to compare the molecular effects of cetuximab, trastuzumab and afatinib and to identify genes involved in the phenotypic effects of the treatments

For a comprehensive characterization of the cell lines, a database search was performed for genetic alterations in genes encoding the 13 different investigated phosphoproteins. We found mutations in the *PTK2* gene in MKN1 (c.1332 + 44A > G, c.1464 + 44A > G, c.216 + 44A > G) and NCI-N87 cells (c.1093 + 120 T > C, c.1225 + 120 T > C). In MKN7 cells, we found mutations in the *EGFR* gene (c.2769C > T, c.2634C > T, c.*759C > T) and in the *GSK3A* gene (c.798-21C > T, c.552-21C > T). Type of mutation was substitution-coding silent for *EGFR* gene (c.2769C > T and c.2634C > T) and unknown for all other mutations. None of these mutations changes the amino acid sequence of the phosphoproteins. Thus, these informations were not considered for interpretation.

### Analysis of intracellular signaling

#### Cetuximab

Based on the results of the Luminex analysis, a hierarchical cluster analysis was performed, comparing all different treatment conditions to each other. Increasing phosphorylation/activation of proteins is indicated in red. Blue indicates decreasing phosphorylation/activation of proteins.

Cetuximab and EGF treatment mainly regulated phosphorylation of MEK1, MAPK3, EGFR and AKT1 in MKN1 cells. MAPK3 and MEK1 cluster apart from all other proteins. By comparing untreated vs. EGF strongest increase was observed after 30 min treatment whereas the comparisons untreated vs. cetuximab and EGF vs. EGF + cetuximab revealed strongest reduction following 60 min treatment. Slight effects of cetuximab on EGFR activation were observed in presence of EGF only (Fig. 2). In contrast, no effects of the different treatments on kinase phosphorylation were observed in Hs746T cells (Fig. S1, Additional file 2).

**Fig. 2:**
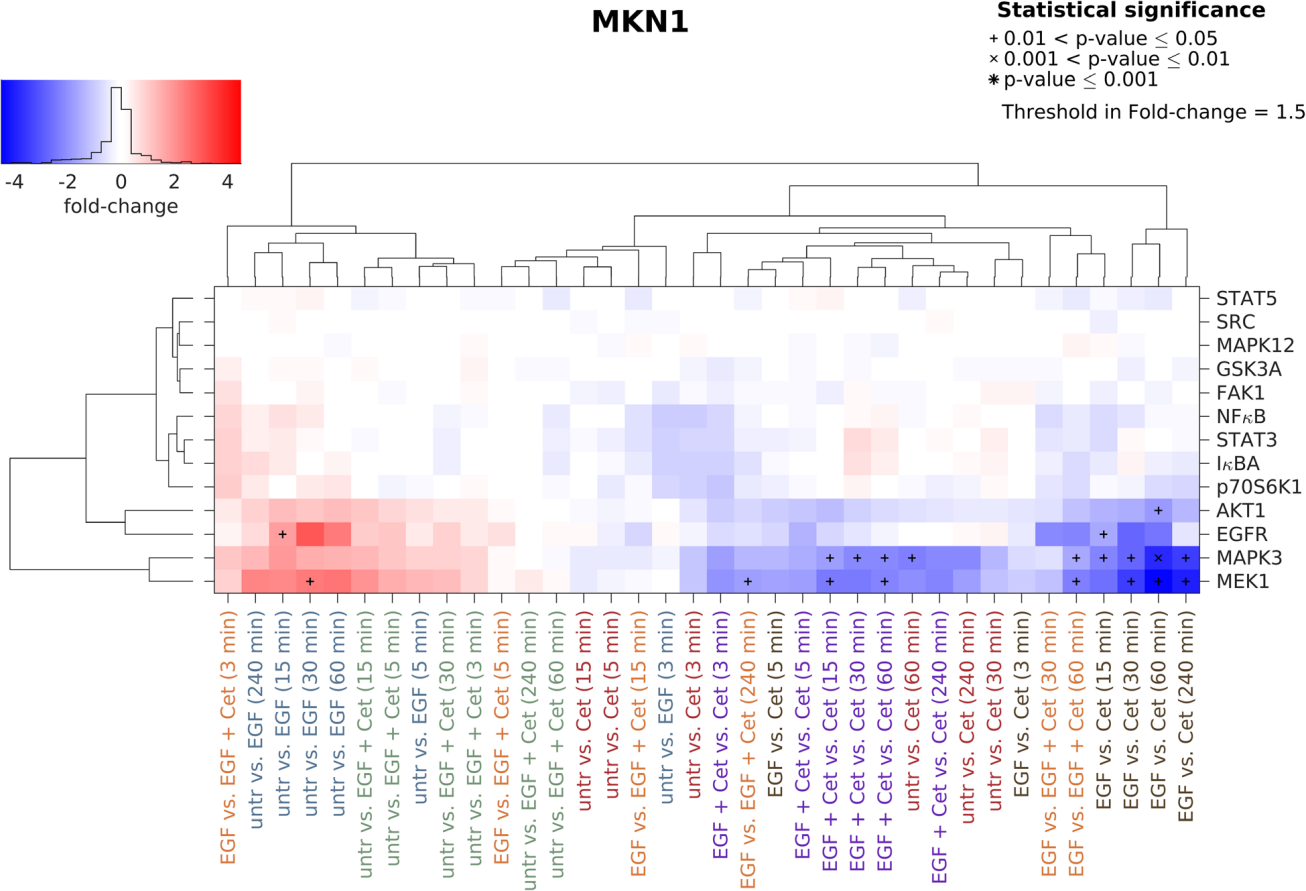
Effects of EGF and cetuximab on kinase phosphorylation in MKN1 cells. Luminex analysis was performed to detect the effects on protein tyrosine kinases in MKN1 cells induced by EGF and/or cetuximab. Cells were treated for 3, 5, 15, 30, 60 and 240 min with 5 ng/ml EGF, 1 μg/ml cetuximab or the combination of both. In the batch-corrected cluster analysis, the x-fold change of each activated protein is shown. Samples were clustered based on to the similarity of the activated proteins and treatment conditions. Significant effects between different treatment conditions are indicated by (*) with increasing size (0.01 < *p*-value ≤0.05, 0.001 < *p*-value ≤0.01 and *p*-value ≤0.001). Increasing protein phosphorylation/activation is indicated in red. Blue indicates decreasing protein phosphorylation/activation. Abbreviations: Cet = cetuximab, untr = untreated

#### Trastuzumab and afatinib

Trastuzumab treatment did not result in altered kinase phosphorylation regardless of treatment time in MKN1 cells. Afatinib treatment reduced the phosphorylation of MEK1, MAPK3, p70S6K1 and AKT1. Significant effects were observed for MAPK3 and MEK1, which cluster apart from all other proteins. By comparing untreated vs. afatinib strongest effects were observed following 15–240 min treatment. The combination of trastuzumab and afatinib resulted in a similar reduction in phosphorylated kinases when compared to afatinib alone (Fig. 3).

**Fig. 3:**
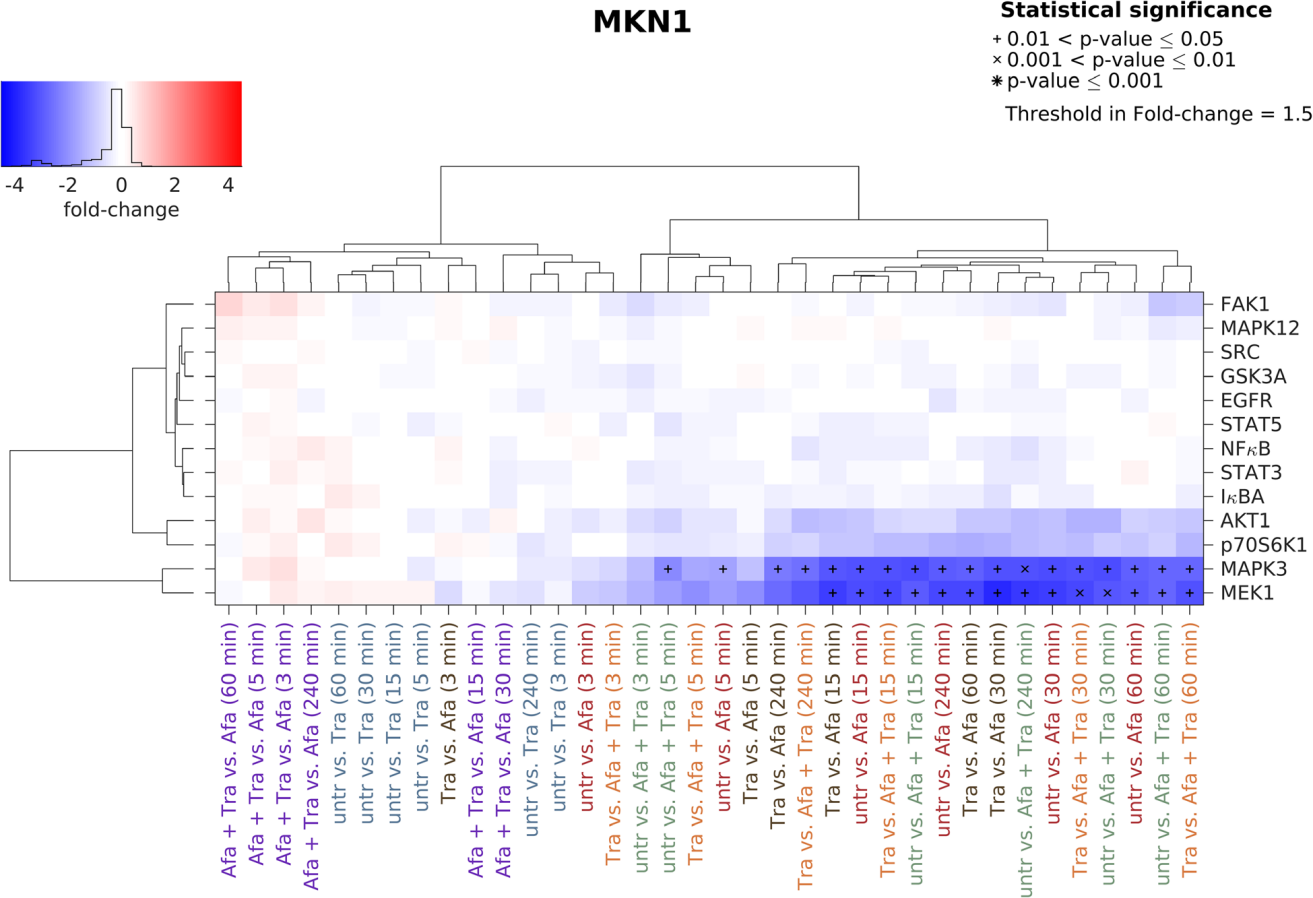
Effects of trastuzumab and afatinib on kinase phosphorylation in MKN1 cells. Luminex analysis was performed to detect the effects on protein tyrosine kinases in MKN1 cells induced by trastuzumab and/or afatinib. Cells were treated for 3, 5, 15, 30, 60 and 240 min with 0.5 μM afatinib, 5 μg/ml trastuzumab or the combination of both. In the batch-corrected cluster analysis, the x-fold change of each activated protein is shown. Samples were clustered based on to the similarity of the activated proteins and treatment conditions. Significant effects between different treatment conditions are indicated by (*) with increasing size (0.01 < *p*-value ≤0.05, 0.001 < *p*-value ≤0.01 and *p*-value ≤0.001). Increasing protein phosphorylation/activation is indicated in red. Blue indicates decreasing protein phosphorylation/activation. Abbreviations: Afa = afatinib, Tra = trastuzumab, untr = untreated

In MKN7 cells, trastuzumab did not alter the phosphorylation of investigated kinases regardless of treatment time. Afatinib treatment decreased the MEK1, MAPK3, p70S6K1 and AKT1 phosphorylation. Significant effects were shown for MEK1, MAPK3 and p70S6K1, which cluster apart from all other proteins. The comparison untreated vs. afatinib revealed strongest effects following 15–240 min treatment. Analogue to MKN1 cells, the combination of trastuzumab and afatinib resulted in a similar reduction in phosphorylated kinases when compared to afatinib alone (Fig. 4).

**Fig. 4:**
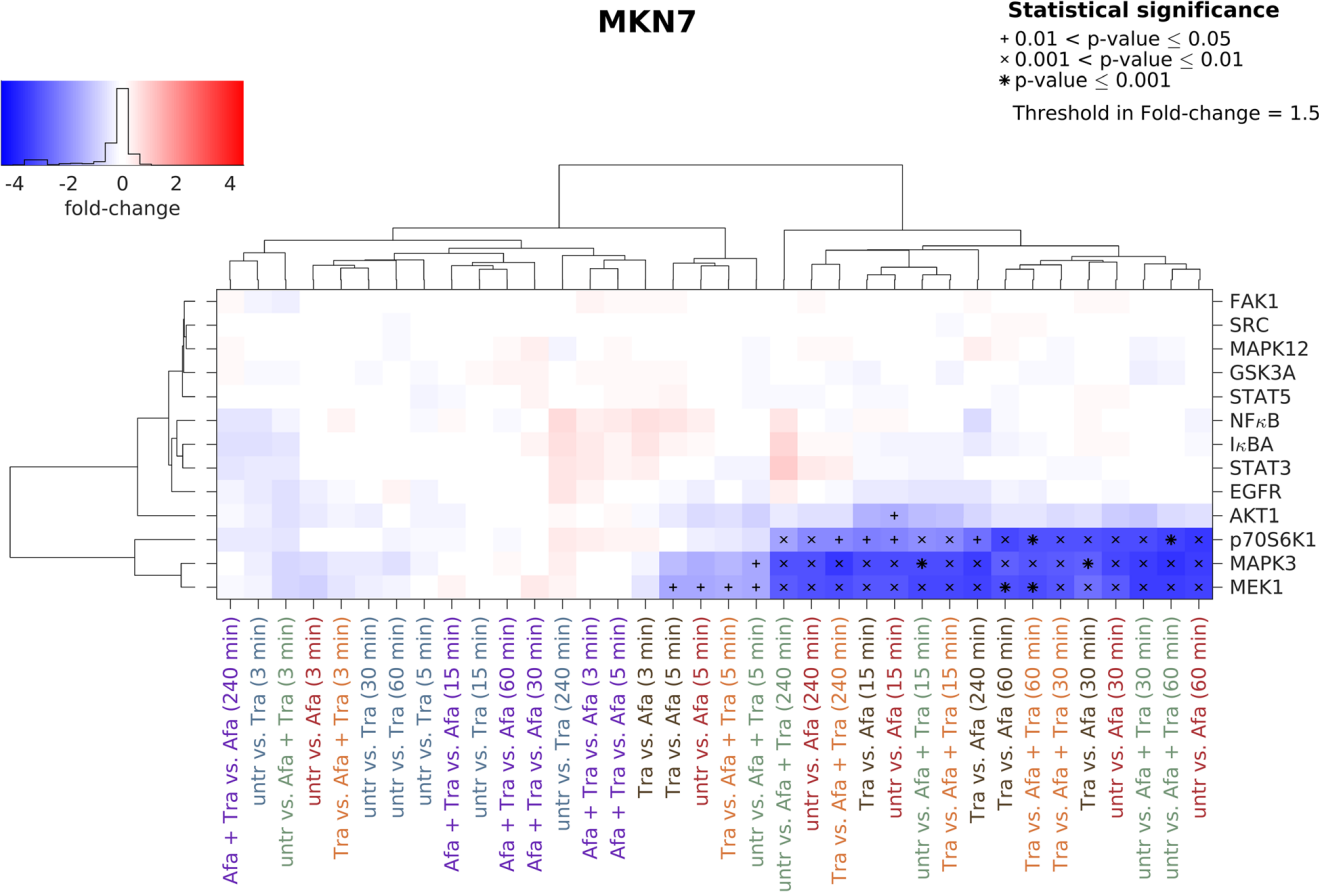
Effects of trastuzumab and afatinib on kinase phosphorylation in MKN7 cells. Luminex analysis was utilized to detect the effect of trastuzumab and/or afatinib on several protein tyrosine kinases in MKN7 cells. Cells were treated for 3, 5, 15, 30, 60 and 240 min with 0.5 μM afatinib, 5 μg/ml trastuzumab or the combination of both. In the batch-corrected cluster analysis, the x-fold change of each activated protein is shown. Samples were clustered based on the similarity of the activated proteins and treatment conditions. Significant effects between different treatment conditions are indicated by (*) with increasing size (0.01 < *p*-value ≤0.05, 0.001 < *p*-value ≤0.01 and *p*-value ≤0.001). Increasing protein phosphorylation/activation is indicated in red. Blue indicates decreasing protein phosphorylation/activation. Abbreviations: Afa = afatinib, Tra = trastuzumab, untr = untreated

As observed for MKN1 and MKN7 cells, trastuzumab did not change the phosphorylation of investigated kinases regardless of treatment time in NCI-N87 cells. Afatinib treatment resulted in significantly reduced phosphorylation of MEK1, MAPK3, AKT1 and p70S6K1, which cluster apart from all other proteins. By comparing untreated vs. afatinib strongest effects were observed following 15–60 min treatment. As observed for MKN1 and MKN7 cells, the combination of trastuzumab and afatinib was equally effective than afatinib alone (Fig. 5).

**Fig. 5:**
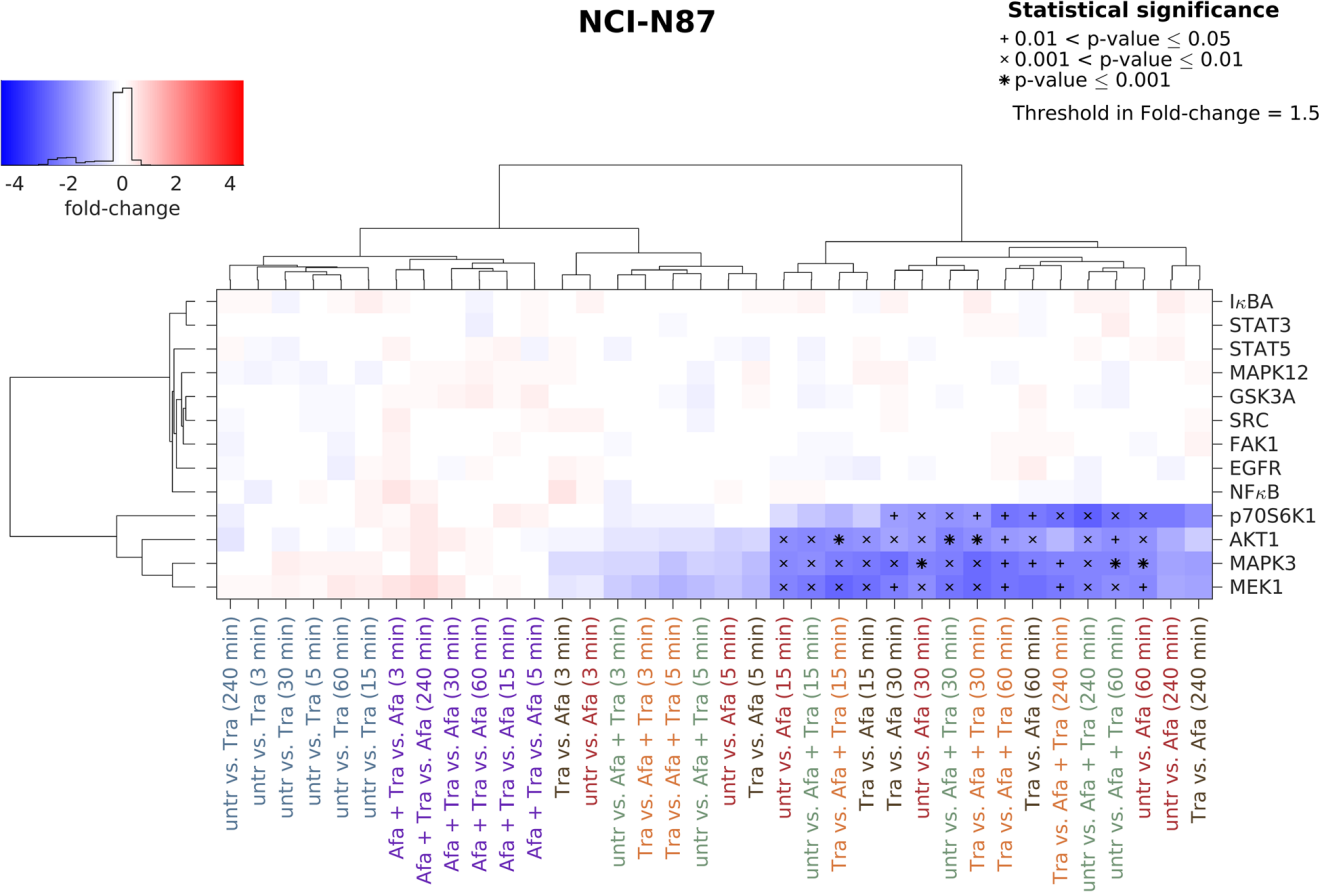
Effects of trastuzumab and afatinib on kinase phosphorylation in NCI-N87 cells. The effect of trastuzumab and/or afatinib on several protein tyrosine kinases in NCI-N87 cells was analyzed by Luminex technology. Cells were treated for 3, 5, 15, 30, 60 and 240 min with 0.5 μM afatinib, 5 μg/ml trastuzumab or the combination of both. In the batch-corrected cluster analysis, the x-fold change of each activated protein is shown. Samples were clustered based on the similarity of the activated proteins and treatment conditions. Significant effects between different treatment conditions are indicated by (*) with increasing size (0.01 < *p*-value ≤0.05, 0.001 < *p*-value ≤0.01 and *p*-value ≤0.001). Increasing protein phosphorylation/activation is indicated in red. Blue indicates decreasing protein phosphorylation/activation. Abbreviations: Afa = afatinib, Tra = trastuzumab, untr = untreated

Decreasing effects of afatinib were observed in all three cell lines for AKT1, MAPK3, MEK1 and p70S6K phosphorylation. The cell line MKN1 showed the weakest effects, while MKN7 and NCI-N87 cells showed stronger effects following afatinib treatment. In MKN1 cells, MEK1 and MAPK3 were significantly reduced after afatinib treatment whereas MEK1, MAPK3, p70S6K1 were reduced in MKN7 cells and MEK1, MAPK3, p70S6K1 and AKT1 were reduced in NCI-N87 cells.

To confirm the results obtained by Luminex analysis the activation of AKT1, MAPK3, MEK1 and p70S6K1 in NCI-N87 cells was analyzed by western blot. The datasets were processed similar, thus a direct comparison of the two analyses is possible (Fig. S2, Fig. S3, Additional file 2). The blots were incubated with three antibodies at the same time. The antibodies were tested before with other samples to exclude unspecific bands. We chose this procedure since the amount of samples already used for Luminex analysis was limited.

In the Pearson correlation analysis, the time course effects observed by the two different methods were compared to each other (Table 1). Significant correlations were obtained for the activation of AKT1, MAPK3 and p70S6K. For the activation of MEK1, no significant correlation was observed.

**Table 1:** Pearson correlation analyses of Luminex and western blot results

Protein	pAKT1	pMAPK3	pMEK1	pp70S6K
Pearson correlation	0.8901	0.9862	0.6938	0.9288
p-value	0.007	0.00004	0.08	0.002

Especially for pAKT1 and pMEK1, the reduction after afatinib treatment was less pronounced in western blot analyses. This discrepancy may be explained by lower precision and reproducibility of western blot compared to Luminex analysis. However, the results were confirmed qualitatively.

### Cluster profiler analysis and significantly enriched pathways

Based on the differentially expressed genes after EGF, cetuximab, trastuzumab and afatinib treatment, the primary data analysis was performed as described below. Selected genes were validated by qPCR and DMSO was included as control (Figs. S4-S7 of Additional file 2, Additional file 3 and Table S1 Additional file 4).

The enriched pathways (Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome) and gene ontology terms (GO-terms) were determined for the differentially expressed genes after each treatment. 

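After trastuzumab treatment, 0 genes were regulated in each of the cell lines at 4 h and at 24 h. At an unadjusted p below 0.05, edgeR's test listed 254 genes in MKN1 cells after 4 h and 158 after 24 h, where 991 would be expected by chance. In NCI-N87 cells it listed 434 and 786 genes against 954 expected by chance, and in Hs746T cells 322 and 125 against 933. The smallest adjusted p was 0.0741, in NCI-N87 cells after 24 h. With the replicate number as a block, 2 genes were regulated in NCI-N87 cells after 24 h and 0 in MKN1 and Hs746T cells at either time point. At an unadjusted p below 0.05, the block listed 1511 and 2631 genes in NCI-N87, 2759 and 371 in Hs746T and 473 and 345 in MKN1 cells, so that in NCI-N87 cells and in Hs746T cells after 4 h the number was above that expected by chance. The trastuzumab target ERBB2 (ENSG00000141736) lies on chromosome 17 of GRCh38 from 39687914 to 39730426. Its level, scaled by library size alone, ranged from 9900 to 26200 CPM over the 24 libraries of NCI-N87 cells, from 3400 to 7530 in MKN7, from 84.5 to 196 in MKN1 and from 74.1 to 170 in Hs746T cells. Data were also simulated from the means and the spread of the MKN7 libraries. In them, the same model called 97% of 200 genes changed by a log2FC of 1.5. It called 0% of those changed by 0.5, which lie under the fold change limit. The changed genes lay above a count limit, and the simulated libraries lacked the correlation between same-numbered replicates. These shares therefore do not cover genes with few counts or the other cell lines.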

Because no gene was regulated after trastuzumab treatment according to the selection criteria (log2-transformed fold-change > 1 or < − 1 and false discovery rate < 0.05), the functional enrichment analysis could not be performed. This analysis was used as basis for interpretation of drug effects in this manuscript. Additionally, a Cluster Profiler analysis, which compares the regulation of top 500 genes over all treatments in one cell line, was performed. The top 500 genes for each cell line and data set were selected according to fold-change and *p*-value. Subsequently, a Cluster Profiler analysis with functional enrichment analysis of the identified gene clusters was performed. Since this analysis is not mandatory in the context of this manuscript but may be of interest for some readers it is presented in Figs. S8-S11 of Additional file 2 and in Additional file 3.

#### Cetuximab

The functional enrichment analysis of differentially expressed genes for each treatment revealed important KEGG and Reactome pathways. Some KEGG signaling pathways (IL17, TNF, MAPK, chemokines) were significantly (p.adjust< 0.05) enriched after 4 h cetuximab treatment (Table S2, Additional file 4). 

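In MKN1 cells, 66 genes were regulated after 4 h cetuximab treatment, 15 of them higher and 51 lower than in untreated cells. The replicate block moved these numbers most, to 43 higher and 73 lower genes. Among 9 tested genes of a fixed list of MAPK target genes, 6 were regulated, all lower (200.15-fold over-represented, p.adjust = 8.65e-12 from a one-sided Fisher's exact test adjusted over 768 tests). EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315) fell from 95.9 ± 41.2 to 12.2 ± 2.23 CPM, a log2FC of -2.97 (SE 0.38, adjusted p = 9.94e-06). SPRY4 had a log2FC of -2.77 and DUSP6 of -2.45. Of 15 chemokine genes tested, 2 were regulated (p.adjust = 0.00931): CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) with a log2FC of -1.78 and CXCL1 with -1.66. This over-representation rests on these 2 genes and did not pass the threshold when only the compared groups were fitted. Of the tested genes for cytokines and their receptors, 1 was regulated higher and 5 lower (p.adjust = 6.68e-05). The largest rises were those of VAV3 (log2FC 1.40), CXCR4 (1.20) and RNF144B (1.08).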

The pathway transcriptional misregulation in cancer was enriched after 4 h and 24 h cetuximab treatment (Table S3, Additional file 4). The Reactome Pathways Chemokine receptor bind chemokines and Peptide ligand-binding receptors were enriched after 4 h cetuximab treatment (Table S4, Additional file 4). 

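After 24 h cetuximab treatment, 264 genes were regulated in MKN1 cells, 199 higher and 65 lower. The MAPK target genes were again lower, with 6 of 9 regulated (50.04-fold, p.adjust = 2.36e-08 from Fisher's exact test). EGR3 had a log2FC of -3.25 and EGR1 of -3.06. The EGFR ligand genes AREG (ENSG00000109321, chromosome 4, 74445134 to 74455009) and EREG fell, with log2FC of -2.46 (SE 0.47, adjusted p = 0.00104) and -2.05. The largest rises were those of TNFSF15 (log2FC 2.09), AOC1 (1.78) and LRP2 (1.70). Of the genes for cytokines and their receptors, 5 were regulated higher and 1 lower (p.adjust = 0.0433). With DESeq2, 3 were higher and 2 lower, and the list did not pass the threshold (p.adjust = 0.103). None of the chemokine genes was regulated.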

After 24 h of treatment, the analysis revealed no enriched Reactome pathways.

Some KEGG signaling pathways (IL17, TNF, Chemokines, ErbB) as well as cancer-associated pathways (Proteoglycans in cancer, Pathways in cancer, Bladder cancer, Breast cancer, Basal cell carcinoma) were enriched after 4 h EGF treatment (Table S5, Additional file 4). 

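After 4 h EGF treatment, 293 genes were regulated in MKN1 cells, 83.3% of them higher than in untreated cells. With library size alone as the scaling, the share of higher genes was 67.1%, and the median log2FC of all genes shifted by -0.11. Of 7 EGFR ligand genes, 4 were regulated, all higher (38.64-fold, p.adjust = 3.34e-05 from Fisher's exact test). AREG rose from 20.7 ± 8.37 to 98.8 ± 31 CPM, a log2FC of 2.26 (SE 0.42, adjusted p = 0.000327). HBEGF (ENSG00000113070, chromosome 5, 140332843 to 140346631) had a log2FC of 1.37, EREG of 1.38 and TGFA of 1.25. Of the 15 chemokine genes, 4 were regulated, all higher (p.adjust = 0.00083), with CXCL8 at a log2FC of 1.97 and CCL2 at 1.94. Of the genes for cytokines and their receptors, 15 were higher and 1 lower (p.adjust = 2.77e-09). The largest rises were those of ESM1 (log2FC 2.89), AREG and PTHLH (2.24), and the largest falls those of PPARGC1A (-1.56), CXCR4 (-1.49) and VAV3 (-1.47).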

After 24 h EGF treatment, the pathways Transcriptional misregulation in cancer, Jak-STAT signaling pathway, PI3K-Akt signaling pathway and Proteoglycans in cancer were enriched (Table S6, Additional file 4). 

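After 24 h EGF treatment, 1656 genes were regulated in MKN1 cells, 419 higher and 1237 lower. Library size alone shifted the median log2FC of all genes by -0.20 and gave 265 higher and 1976 lower genes. In a fixed list of genes of the JAK, STAT, SOCS, PIM and PIAS families, 1 of 25 tested was regulated, STAT4 with a log2FC of -1.36, and the list was not over-represented (0.48-fold, p.adjust = 1 from Fisher's exact test). Its level was low, at 0.799 ± 0.0831 CPM in untreated cells. The families of this list are not the gene content of the Jak-STAT pathway in the paper, whose enrichment was not retested. Of the cytokine and receptor genes, 29 were regulated (19 higher and 10 lower, p.adjust = 7.25e-06), and library size alone turned the balance to 15 higher and 16 lower. The largest rise was that of TMEM200A (log2FC 3.25) and the largest fall that of KANK4 (-3.73).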

Regarding Reactome pathways, two G-protein related pathways (Signaling by GPCR, GPCR ligand binding) and the pathways Chemokine receptor bind chemokines and Peptide ligand-binding receptors were enriched after 4 h EGF treatment (Table S7, Additional file 4). The two G-protein related pathways were also enriched after 24 h EGF treatment. Furthermore, some pathways involving the extracellular matrix were enriched after 24 h EGF treatment (Degradation of the extracellular matrix, Collagen degradation, ECM proteoglycans, Extracellular matrix organization, Collagen formation) (Table S8, Additional file 4).

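Of 53 tested genes for collagens and matrix metalloproteinases, 13 were regulated in MKN1 cells after 24 h EGF treatment, 6 higher and 7 lower (2.93-fold, p.adjust = 0.00312 from Fisher's exact test).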

To summarize, following cetuximab treatment in MKN1 cells we identified important pathways based on the KEGG and Reactome databases. Amongst others, IL17, TNF, MAPK and chemokine signaling pathways were significantly enriched in response to cetuximab.

#### Afatinib

The functional enrichment analysis of differentially expressed genes revealed important KEGG and Reactome pathways in case of afatinib. 

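In NCI-N87 cells, 619 genes were regulated after 4 h afatinib treatment, 387 higher and 232 lower. Of the tested genes for cytokines and their receptors, 13 were regulated, 2 higher and 11 lower (3.42-fold, p.adjust = 0.00143 from Fisher's exact test). Of 12 tested chemokine genes, 4 were regulated, all lower (10.27-fold, p.adjust = 0.00394). CXCL8 fell from 12.7 ± 4.45 to 0.798 ± 0.223 CPM, a log2FC of -4.0 (SE 0.40, adjusted p = 2.79e-07). The log2FC was -1.89 for CXCL2, -1.87 for CXCL3 and -1.81 for CXCL1. DUSP6 had the largest fall among the genes that changed in the same direction in all 3 replicates (log2FC -4.77), and BMF (ENSG00000104081, chromosome 15, 40087890 to 40108892) the largest rise (3.59). ERBB3 rose from 70.9 ± 3.13 to 201 ± 24.5 CPM (log2FC 1.50).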

The KEGG pathways Cytokine-cytokine receptor interaction, TNF signaling pathway and salmonella infection were significantly enriched in NCI-N87 cells after 4 h afatinib treatment (p.adjust < 0.05) (Table S9, Additional file 4). 

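After 24 h afatinib treatment, 5649 genes were regulated in NCI-N87 cells, which is 29.6% of the genes tested; 61.2% of them were higher than in untreated cells. Library size alone shifted the median log2FC by 0.26 and made 77% of the regulated genes higher. Of 32 tested genes of a fixed list for DNA replication, 26 were regulated, all lower (2.74-fold, p.adjust = 9.59e-08 from Fisher's exact test). Of 26 tested genes for subunits of the RNA polymerases, 10 were regulated, 1 higher and 9 lower, and the list was not over-represented (1.30-fold, p.adjust = 1). This list is not the RNA polymerase pathway of the paper. The largest rises were those of LDLRAD1 (log2FC 5.78), BMF (4.6) and PIK3IP1 (4.37), and the largest falls those of SPRY4 (-6.05), HAS2 (-5.84) and DUSP6 (-5.46). EGFR had a log2FC of -1.36, ERBB3 of 1.85 and ERBB2 of 0.57, the last under the fold change limit.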

After 24 h afatinib treatment, pathways related to DNA/RNA and cell cycle were significantly enriched (e.g. RNA transport, Cell cycle, purine/pyrimidine metabolism, DNA replication, RNA polymerase) (Table S10, Additional file 4). No Reactome pathways were enriched after 4 h afatinib treatment in NCI-N87 cells. After 24 h afatinib treatment, 179 Reactome pathways were significantly enriched. 

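Of 41 tested S phase genes, 37 were regulated in NCI-N87 cells after 24 h afatinib treatment, all lower (3.05-fold, p.adjust = 1.28e-13 from Fisher's exact test). Of 53 G2/M genes, 28 were regulated, all lower (1.78-fold, p.adjust = 0.00312). The G2/M list was no longer over-represented with library size alone, where 12 of its genes were regulated (0.72-fold).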

The Top 20 of them were all cell cycle-related pathways (e.g. Cell Cycle, Mitotic G1-G1/S phases, Mitotic Metaphase and Anaphase, DNA Replication) (Table S11, Additional file 4).

In MKN1 cells, more KEGG pathways were enriched after 4 h than after 24 h. 

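In MKN1 cells, 48 genes were regulated higher and 87 lower after 4 h afatinib treatment, and 628 higher and 202 lower after 24 h. The share of higher genes was 35.6% after 4 h and 75.7% after 24 h. With library size alone, 52.9% of the genes regulated after 4 h were higher. Regulated at both time points were 65 genes, all in the same direction, against 5.65 expected by chance.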

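After 4 h afatinib treatment in MKN1 cells, 7 of the 9 tested MAPK target genes were regulated, all lower (114.16-fold, p.adjust = 3.18e-12 from Fisher's exact test). SPRY4 (ENSG00000187678, chromosome 5, 142310427 to 142326455) fell from 53.7 ± 7.78 to 3.95 ± 0.395 CPM, a log2FC of -3.76 (SE 0.38, adjusted p = 8.4e-08). Of 15 chemokine genes, 3 were regulated, all lower (p.adjust = 0.00164). Of the tested genes for cytokines and their receptors, 2 were regulated higher and 6 lower (p.adjust = 4.06e-05). The largest rises were those of BMF (log2FC 1.64), PCDH18 (1.61) and VAV3 (1.55).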

After 4 h treatment, these were some signaling pathways (TNF signaling pathway, IL-17 signaling pathway, MAPK signaling pathway, NF-kappa B signaling pathway, chemokine signaling pathway) and cancer-associated pathways (Pathways in cancer, Transcriptional misregulation in cancer, MicroRNAs in cancer) (Table S12, Additional file 4). After 24 h afatinib treatment only the pathway Hematopoietic cell lineage was enriched (Table S13, Additional file 4). After 4 h afatinib treatment in MKN1 cells some Reactome signaling pathways, especially Toll-like receptor signaling, were enriched (e.g. ERK/MAPK targets, Toll-like receptor Cascades, MyD88:Mal cascade initiated on plasma membrane) (Table S14, Additional file 4). The significance of the Toll-like receptor cascades is mainly related to the regulation of DUSPs (dual specificity phosphatases DUSP4, DUSP6, DUSP7), but also TLR4. 

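Among 20 tested genes of the DUSP family, 4 were regulated in MKN1 cells after 4 h afatinib treatment, all lower (p.adjust = 0.000164 from Fisher's exact test). DUSP6 (ENSG00000139318) lies on chromosome 12 from 89347232 to 89353271 and had a log2FC of -3.36. DUSP4 (ENSG00000120875, chromosome 8, 29333064 to 29350668) fell from 104 ± 0.835 to 19.1 ± 3.56 CPM, a log2FC of -2.45 (SE 0.25). DUSP7 (ENSG00000164086, chromosome 3, 52048919 to 52056550) was at 55.3 ± 3.46 CPM after afatinib. Its log2FC of -1.0 (SE 0.15, adjusted p = 4.94e-05) did not pass the fold change limit, and after trastuzumab + afatinib it was -1.02 and passed it. TLR4 (ENSG00000136869, chromosome 9, 117704175 to 117724730) fell from 4.77 ± 0.959 to 2.32 ± 0.279 CPM, a log2FC of -1.04 (adjusted p = 3.08e-06).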

After 24 h only the pathway PPARA activates gene expression was enriched (Table S15, Additional file 4).

Two KEGG signaling pathways (Jak-STAT signaling pathway, TNF signaling pathway) were enriched after 4 h afatinib treatment in MKN7 cells (Table S16, Additional file 4). 

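In MKN7 cells, 629 genes were regulated after 4 h afatinib treatment, 335 higher and 294 lower. Of the 25 tested genes of the JAK, STAT, SOCS, PIM and PIAS families, 2 were regulated (2.35-fold, p.adjust = 1 from Fisher's exact test). These were SOCS3 (ENSG00000184557, chromosome 17, 78356778 to 78360077) with a log2FC of -1.26 (SE 0.13, adjusted p = 4.56e-07) and CISH with -1.03. The families of this list are not the gene content of the paper's Jak-STAT pathway, so its enrichment was not retested. Of the tested genes for cytokines and their receptors, 16 were regulated, 4 higher and 12 lower (4.24-fold, p.adjust = 2.38e-05). The largest fall was that of TNS4 (log2FC -3.28) and the largest rise that of DIO2 (2.27).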

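After 24 h afatinib treatment, 2502 genes were regulated in MKN7 cells, 1901 higher and 601 lower. The S phase list held 5 regulated genes among 41 tested, the G2/M list 2 among 53 and the DNA replication list 0 among 32, so that none of these lists was over-represented (p.adjust = 1 each, Fisher's exact test). Without the fold change limit, 41 S phase, 52 G2/M and 30 DNA replication genes were lower at a false discovery rate below 0.05, and 0 were higher. The median log2FC was -0.75 for the S phase, -0.69 for the G2/M and -0.63 for the DNA replication genes. Of 25 tested genes for rRNA processing, 3 were regulated (0.89-fold), and 22 were lower at a false discovery rate below 0.05. Library size alone shifted the median log2FC of all genes by 0.11 and left these medians below 0. The fixed lists are not the pathways of the paper. The largest fall was that of TGM2 (log2FC -4.37) and the largest rise that of ZG16 (3.13).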

After 24 h afatinib treatment cell cycle pathways (Cell cycle, DNA replication) and the pathway Ribosome biogenesis in eukaryotes were enriched (Table S17, Additional file 4). No Reactome pathways were enriched in MKN7 cells after 4 h afatinib treatment. After 24 h of treatment cell cycle pathways (e.g. Cell cycle, DNA Replication, G1/S transition, S Phase) were enriched (Table S18, Additional file 4).

#### Comparison of cetuximab and afatinib

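The genes regulated in MKN1 cells after cetuximab and after afatinib treatment overlapped. After 4 h, 58 genes were regulated by both, which is 87.9% of those regulated by cetuximab. After 24 h, 235 genes were regulated by both, which is 89.0%. All of these changed in the same direction. Both treatments were compared with the same 3 untreated libraries, so a deviation of these libraries would enter both lists. Of the genes regulated by EGF and afatinib, 52 of 53 changed in opposite directions after 4 h and 396 of 404 after 24 h.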

The IL17, TNF, MAPK and chemokine signaling pathways were enriched in MKN1 cells after 4 h of cetuximab and afatinib treatment. NF-kappa B, TLR and MyD88 signaling were enriched after afatinib, but not cetuximab treatment. Moreover, cell cycle pathways were enriched in response to afatinib treatment in NCI-N87 and MKN7 but not in MKN1 cells. 

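The mean log2 CPM over the S phase genes fell by 2.09 in NCI-N87, by 0.76 in MKN7 and by 0.38 in MKN1 cells after 24 h afatinib treatment. Each fall was larger than the SD of the 3 replicates, which was 0.16, 0.20 and 0.14 in the treated cells. Every treated library was below every untreated library in each of these lines (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In Hs746T cells the score moved by 0.00. In MKN1 cells, 0 genes of the S phase, G2/M and DNA replication lists were regulated. Below a false discovery rate of 0.05 without the fold change limit, 34 of 42 S phase genes, 43 of 53 G2/M genes and 20 of 33 DNA replication genes were lower in MKN1 cells, and 0 were higher. Whether the effect of afatinib differed between cell lines was tested with an interaction contrast in edgeR. Between NCI-N87 and MKN1 cells, the effect differed for 40 of 42 S phase genes. Between MKN7 and MKN1 cells it differed for 6 S phase, 3 G2/M and 4 DNA replication genes. With the replicate block, the same comparison listed 28 S phase, 19 G2/M and 18 DNA replication genes. From the enrichment of cell cycle pathways in NCI-N87 and MKN7 but not in MKN1 cells, the paper proposes that afatinib may act in MKN1 cells by another mechanism, independent of the cell cycle, or that an effect on the cell cycle appears there only with longer treatment.

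**Figure D1:**
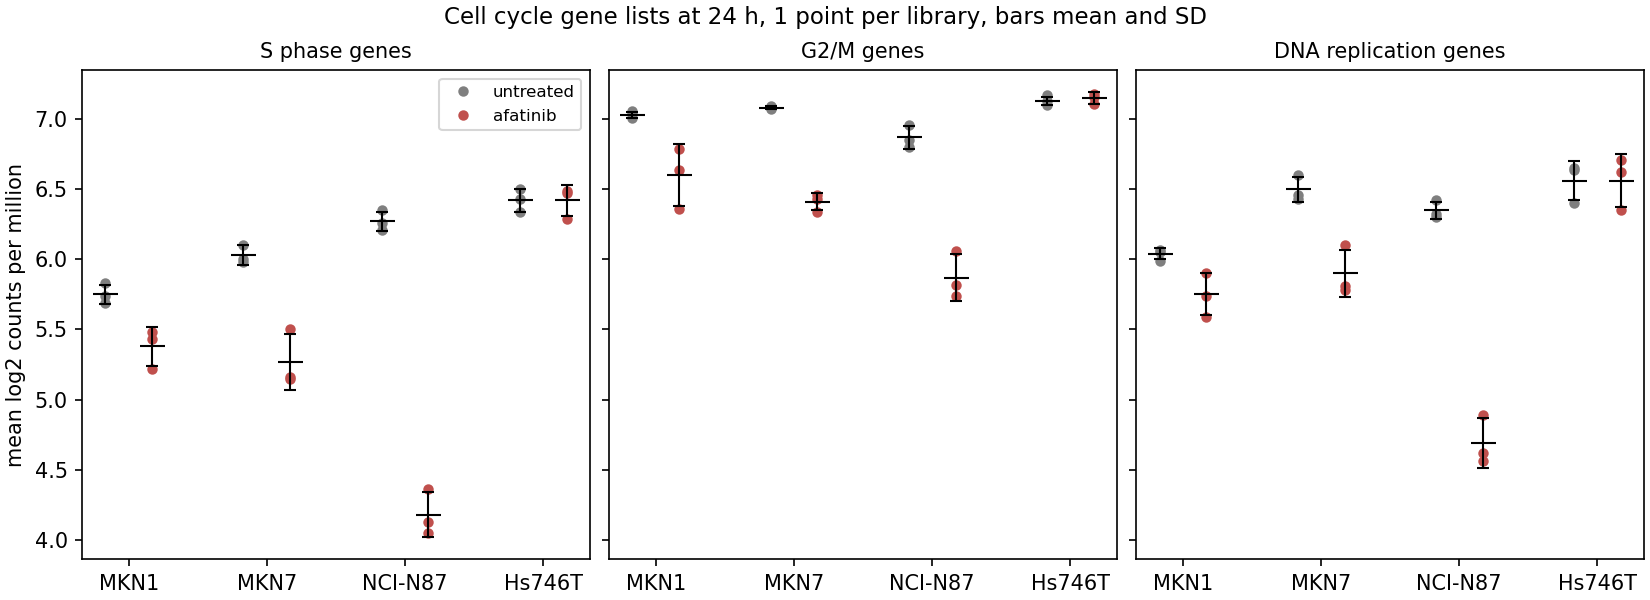
Mean log2 CPM over the genes of each cell cycle list (y axis) in untreated and afatinib-treated cells at 24 h, by cell line (x axis). Each point is 1 library, and the bars give the mean and the SD of 3 libraries. The S phase score falls by 2.09 in NCI-N87, 0.76 in MKN7 and 0.38 in MKN1 cells.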

Table 2 summarizes a selection of KEGG and Reactome signaling and cell cycle pathways for all treatments and cell lines whereas all significantly enriched pathways are shown in Tables S2-S18 (Additional file 4).

**Table 2:** Selected significantly enriched signaling and cell cycle pathways (KEGG and Reactome)

ID	Description	GeneRatio	BgRatio	p.adjust
MKN1 4 h Cet vs. MKN1 4 h untr				
hsa04657	IL-17 signaling pathway	6/43	79/5844	0.00121677
hsa04668	TNF signaling pathway	6/43	102/5844	0.00259938
hsa04010	MAPK signaling pathway	8/43	272/5844	0.01366521
hsa04062	Chemokine signaling pathway	6/43	145/5844	0.01366521
NCI-N87 4 h Afa vs. NCI-N87 4 h untr				
hsa04668	TNF signaling pathway	11/147	102/5844	0.00964085
NCI-N87 24 h Afa vs. NCI-N87 24 h untr				
1,640,170	Cell Cycle	262/1891	462/5594	4.5934E-23
69,278	Cell Cycle, Mitotic	221/1891	380/5594	3.1704E-21
453,279	Mitotic G1-G1/S phases	81/1891	114/5594	8.6401E-14
69,242	S Phase	78/1891	110/5594	2.8328E-13
69,306	DNA Replication	68/1891	92/5594	5.238E-13
MKN1 4 h Afa vs. MKN1 4 h untr				
hsa04668	TNF signaling pathway	10/66	102/5844	2.3777E-05
hsa04657	IL-17 signaling pathway	8/66	79/5844	0.00011952
hsa04010	MAPK signaling pathway	11/66	272/5844	0.00427566
hsa04064	NF-kappa B signaling pathway	5/66	82/5844	0.02329389
hsa04621	NOD-like receptor signaling pathway	6/66	140/5844	0.0343651
hsa04062	Chemokine signaling pathway	6/66	145/5844	0.03858289
168,898	Toll-Like Receptors Cascades	6/60	105/5594	0.0159905
975,155	MyD88 dependent cascade initiated on endosome	4/60	65/5594	0.04380237
975,871	MyD88 cascade initiated on plasma membrane	4/60	65/5594	0.04380237
MKN7 4 h Afa vs. MKN7 4 h untr				
hsa04668	TNF signaling pathway	10/157	102/5844	0.02646242
hsa04630	Jak-STAT signaling pathway	14/157	125/5844	0.00112593
MKN7 24 h Afa vs. MKN7 24 h untr				
453,279	Mitotic G1-G1/S phases	40/764	114/5594	3.6681E-06
69,278	Cell Cycle, Mitotic	91/764	380/5594	6.4007E-06
69,206	G1/S Transition	34/764	94/5594	7.6198E-06
113,510	E2F mediated regulation of DNA replication	16/764	28/5594	1.4565E-05
1,640,170	Cell Cycle	103/764	462/5594	1.4565E-05

### Phenotypic treatment effects and related biological functions

As we were interested in the relation between phenotypic effects and altered biological functions following treatment, we aimed to identify genes whose changes in gene expression correlated with an altered phenotypic behavior. Therefore, we assessed the influence of trastuzumab and afatinib treatment on cell motility and apoptosis and we investigated the effect of cetuximab on apoptosis. The influence of cetuximab on cell motility was published elsewhere [35].

A cell was defined as motile when it completely left the field previously occupied by the cell itself. Significant effects of the different treatments on motility and average speed were observed in MKN1 and MKN7 cells, but not in Hs746T and NCI-N87 cells. The percentage of motile MKN1 cells was slightly reduced after afatinib and trastuzumab + afatinib treatment compared to untreated, DMSO-treated and trastuzumab-treated (Fig. 6a). DMSO, trastuzumab, afatinib and trastuzumab + afatinib treatments slightly reduced the number of motile MKN7 cells compared to untreated (Fig. 6c). No significant effect on motility was observed in NCI-N87 (Fig. 6e) and Hs746T cells (Fig. 6g). By measuring the average speed, the manual and the automatic assessments were compared. As indicated in Fig. 6, the two analysis methods resulted in similar levels of average speed. The treatments afatinib and trastuzumab + afatinib reduced the average speed in MKN1 cells compared to untreated, DMSO-treated or trastuzumab-treated cells, as assessed with both methods. However, significance equal to *p* < 0.05 was not reached in every case (Fig. 6b). Trastuzumab, afatinib and trastuzumab + afatinib slightly reduced the average speed compared to untreated MKN7 cells. Only the comparison between untreated and trastuzumab + afatinib reached significance with both methods (Fig. 6d). The average speed of NCI-N87 was not significantly influenced by any of the treatments. This might be due to high standard deviations in all conditions, questioning the suitability of NCI-N87 cells for motility analyses (Fig. 6f). In Hs746T cells, the DMSO-containing treatments (DMSO, afatinib and trastuzumab + afatinib) slightly increased average speed (Fig. 6h). To visualize the cell movement of one representative film per condition, the trajectory of each cell was color-coded according to its approximate average speed. The results for MKN1 cells are depicted exemplarily (Fig. 7) while the results for MKN7, NCI-N87 and Hs746T are presented in Additional file 2 (Figs. S12 - S14).

**Fig. 6:**
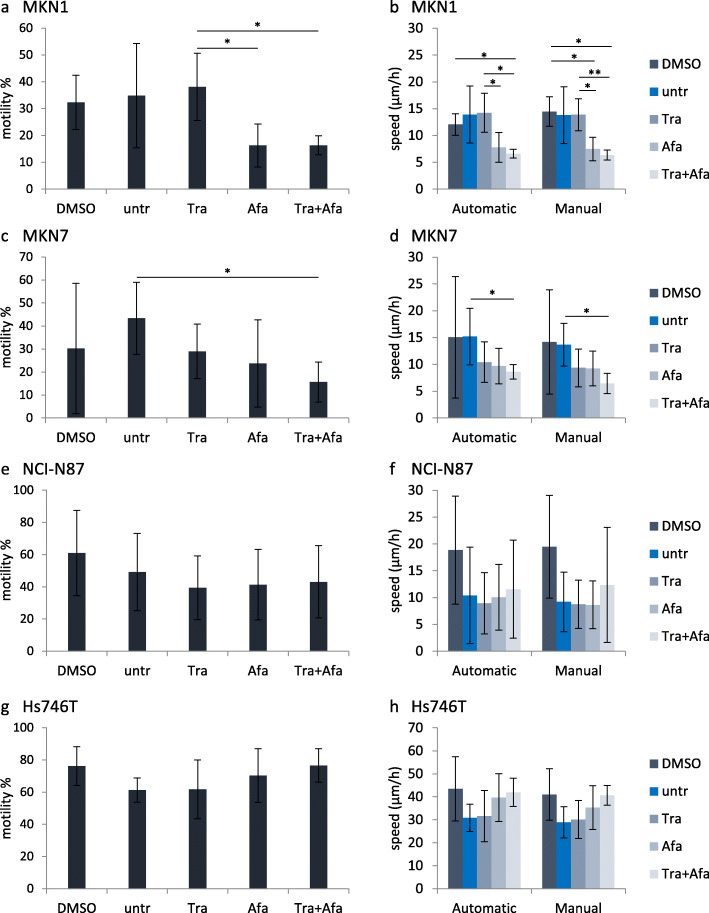
Effects of trastuzumab and afatinib on cell motility and average speed. MKN1 (**a, b**), MKN7 (**c, d**) NCI-N87 (**e, f**) and Hs746T (**g, h**) cells were treated with 5 μg/ml trastuzumab (Tra), 0.5 μM afatinib (Afa), 5 μg/ml trastuzumab + 0.5 μM afatinib (Tra + Afa) or afatinib solvent DMSO (0.05%). Untreated (untr) cells were used as control. Time-lapse microscopy was carried out for 7 h. Cell movement was tracked to assess motility (**a, c, e, g**) and average speed (**b, d, f, h**). Shown are the mean values of three to six experiments with standard deviation. Statistically significant effects are indicated by *p < 0.05 or **p < 0.01 (two-sample t-test)

**Fig. 7:**
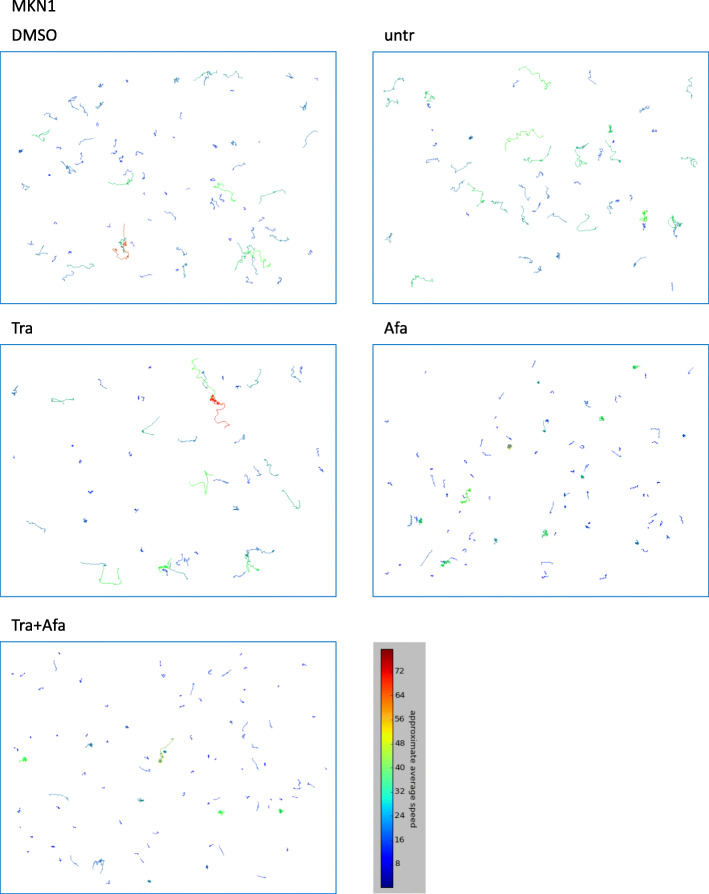
Trajectories of MKN1 cells treated with trastuzumab or afatinib. MKN1 cells were treated with 5 μg/ml trastuzumab (Tra), 0.5 μM afatinib (Afa), 5 μg/ml trastuzumab + 0.5 μM afatinib (Tra + Afa) or afatinib solvent DMSO (0.05%). Untreated (untr) cells were used as control. Cell movement was tracked for 7 h to assess approximate average speed. The trajectories of one exemplary film for each condition are shown. The trajectories were color-coded for approximate average speed

In order to identify genes that are potentially involved in the regulation of motility by afatinib, the genes that were regulated after 4 h afatinib or trastuzumab + afatinib treatment in MKN1, MKN7 and NCI-N87 cells and were assigned to the gene ontology biological function “positive regulation of cell motility” were isolated. The 4 h treatment was chosen because of the film length of 7 h. This biological function was significantly enriched in MKN1 cells after afatinib and trastuzmab + afatinib treatment, whereas adjusted *p*-values (p.adjust) of 0.0548 (Afa) and 0.0747 (Tra + Afa) for MKN7 cells and 0.223 (Afa) and 0.0767 (Tra + Afa) for NCI-N87 cells were observed (Table 3).

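Of the 14 motility genes that the paper lists for MKN1 cells, 12 could be tested in MKN7 and 13 in NCI-N87 cells. In MKN7 cells, 4 were regulated after 4 h afatinib and 5 after trastuzumab + afatinib treatment, all lower (p.adjust = 0.00467 and 0.000693 from Fisher's exact test). In NCI-N87 cells, 6 were regulated after either treatment, all lower (p.adjust = 3.34e-05 and 2.36e-05). This list holds the genes called in MKN1 cells and is not the gene ontology term. The total numbers of regulated genes after 4 h trastuzumab + afatinib were 686 in MKN7 and 575 in NCI-N87 cells, and in MKN1 cells 47 genes were higher and 97 lower. Between MKN1 and MKN7 cells, the effect of afatinib differed for 4 of the 14 genes, between MKN1 and NCI-N87 cells for 4 and between MKN1 and Hs746T cells for 6 (interaction contrast in edgeR). With the replicate block these numbers were 8, 9 and 13.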

**Table 3:** Regulation of biological function “positive regulation of cell motility” by afatinib and trastuzumab + afatinib

Condition	ID	Description	GeneRatio	BgRatio	p.adjust
MKN1 4 h Afa vs. MKN1 4 h untr	GO:2000147	positive regulation of cell motility	18/112	406/14021	3.63E-07
MKN1 4 h Tra + Afa vs. MKN1 4 h untr	GO:2000147	positive regulation of cell motility	15/112	406/14021	6.64E-05
MKN7 4 h Afa vs. MKN7 4 h untr	GO:2000147	positive regulation of cell motility	21/365	406/14021	5.48E-02
MKN7 4 h Tra + Afa vs. MKN7 4 h untr	GO:2000147	positive regulation of cell motility	22/410	406/14021	7.47E-02
NCI-N87 4 h Afa vs. NCI-N87 4 h untr	GO:2000147	positive regulation of cell motility	17/337	406/14021	2.23E-01
NCI-N87 4 h Tra + Afa vs. NCI-N87 4 h untr	GO:2000147	positive regulation of cell motility	19/326	406/14021	7.67E-02

The activation of Caspase 3 was measured as marker for apoptosis. Treatment with afatinib and trastuzumab + afatinib for 24 h increased Caspase 3 activation in NCI-N87 but not in MKN1, MKN7 and Hs746T cells (Fig. 8). Thus, afatinib induced apoptosis only in NCI-N87 cells. The pathway “positive regulation of apoptotic signaling pathway” was significantly enriched in NCI-N87 cells following trastuzumab + afatinib treatment. This pathway was not significantly enriched in case of 24 h afatinib treatment in NCI-N87 cells, but the p-value was with 0.141 much lower than for MKN1 and MKN7 cells (Table 4).

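Of 44 genes that the paper selected from this pathway, 20 were regulated in NCI-N87 cells after 24 h afatinib treatment, 5 higher and 15 lower. The list was not over-represented among the 5649 regulated genes (1.54-fold, p.adjust = 0.124 from Fisher's exact test). After trastuzumab + afatinib, 23 were regulated among 6021 genes (1.66-fold, p.adjust = 0.0254). In MKN1 and MKN7 cells, 42 of the genes could be tested, and 1 was regulated in each (0.57-fold and 0.18-fold). The genes were selected as regulated in NCI-N87 cells and in neither other line, so these numbers follow from the selection and do not test the pathway.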

**Fig. 8:**
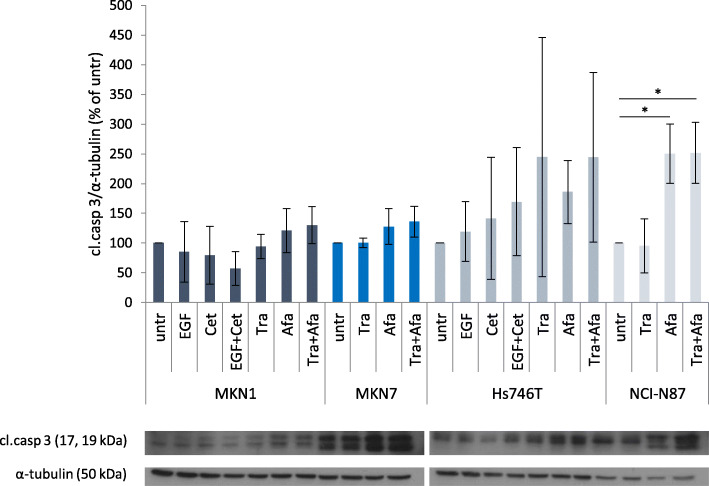
Effects of EGF, cetuximab, trastuzumab and afatinib treatment on caspase 3 activation. MKN1 and Hs746T cells were treated with EGF, EGF + cetuximab (EGF + Cet), cetuximab (Cet), trastuzumab (Tra), afatinib (Afa) or trastuzumab + afatinib (Tra + Afa) for 24 h. MKN7 and NCI-N87 were treated with trastuzumab (Tra), afatinib (Afa) or trastuzumab + afatinib (Tra + Afa) for 24 h. Cell lysates were analyzed by western blot with antibodies against cleaved (cl.) caspase 3 (Asp175). The mean of three biological experiments with standard deviation is shown. Significant effects compared to untreated are indicated by *p < 0.05 (one-sample t-test). Full-length blots are presented in Additional file 5

**Table 4:** Regulation of biological function “positive regulation of apoptotic signaling pathway” by cetuximab, afatinib and trastuzumab + afatinib

Condition	ID	Description	GeneRatio	BgRatio	p.adjust
MKN1 24 h Cet vs. MKN1 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	2/162	156/14021	6.82E-01
MKN1 24 h Afa vs. MKN1 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	5/463	156/14021	7.57E-01
MKN1 24 h Tra + Afa vs. MKN1 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	5/483	156/14021	8.11E-01
MKN7 24 h Afa vs. MKN7 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	15/1744	156/14021	9.87E-01
MKN7 24 h Tra + Afa vs. MKN7 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	17/1781	156/14021	9.59E-01
NCI-N87 24 h Afa vs. NCI-N87 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	62/4359	156/14021	1.41E-01
NCI-N87 24 h Tra + Afa vs. NCI-N87 24 h untr	GO:2001235	positive regulation of apoptotic signaling pathway	72/4772	156/14021	1.75E-02

Next, the genes regulated after 4 h afatinib and trastuzumab + afatinib treatment in MKN1 cells assigned to “positive regulation of cell motility” were compared. MKN1 cells were chosen for this analysis because of the clear effects of afatinib in motility analysis. The genes *SERPINE1*, *F3*, *CXCL8*, *PLPP3*, *F2RL1*, *PTGS2*, *CYR61*, *CXCL1*, *SEMA6D*, *ETS1*, *HBEGF*, *ITGA2*, *HAS2* and *SPRY2* were regulated in MKN1 cells after afatinib and trastuzumab + afatinib treatment (Table 5, Table S19, Additional file 4). 

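In MKN1 cells, 10 of the 14 genes were regulated after 4 h afatinib and 11 after trastuzumab + afatinib treatment, and 10 after both. The number regulated after both moved most without replicate 2, to 6. SEMA6D (ENSG00000137872, chromosome 15, 47184101 to 47774223) was the only one that rose, from 0.761 ± 0.0800 to 1.86 ± 0.307 CPM after afatinib (log2FC 1.27, SE 0.23, adjusted p = 0.000444). Among the genes that fell, F3 (ENSG00000117525, chromosome 1, 94529225 to 94541800) went from 371 ± 35.7 to 114 ± 29.7 CPM (log2FC -1.70). CXCL8 fell with a log2FC of -1.98 and CXCL1 with -1.89. The log2FC of ETS1 was -0.99 after afatinib, which did not pass the fold change limit, and -1.04 after trastuzumab + afatinib. For ITGA2 (log2FC -1.16) and HAS2 (-1.34), the adjusted p of 0.0587 and 0.0602 after afatinib did not pass the threshold. Adjusted over the list alone, all 14 genes had a p below 0.05 after either treatment, but the list was selected on these data. With the replicate block, 12 genes were regulated after afatinib and 13 after trastuzumab + afatinib.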

Forty-four genes, such as BAX, BBC3 or FAS, which were assigned to the “positive regulation of apoptotic signaling pathway” were regulated by afatinib and trastuzumab + afatinib in NCI-N87 cells, but not in MKN1 or MKN7 cells (Table 5, Table S20, Additional file 4).

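All 44 genes had a false discovery rate below 0.05 in NCI-N87 cells after 24 h of either treatment, but only 20 also passed the fold change limit after both. Of these, 18 were regulated in neither MKN1 nor MKN7 cells. GSN was also regulated in MKN7 cells (log2FC 1.26) and NFATC4 in MKN1 cells (1.09). BBC3 (ENSG00000105327, chromosome 19, 47220822 to 47232766) rose from 6.34 ± 0.373 to 21.9 ± 3.03 CPM after afatinib, a log2FC of 1.79 (SE 0.15, adjusted p = 1.13e-09). FAS (ENSG00000026103, chromosome 10, 88990582 to 89015785) fell from 19.4 ± 1.27 to 7.82 ± 0.709 CPM (log2FC -1.31). BAX (ENSG00000087088, chromosome 19, 48954815 to 48961798) fell from 94.8 ± 2.84 to 61.3 ± 5.92 CPM, and its log2FC of -0.63 (adjusted p = 4.7e-05) did not pass the limit. In the interaction contrast of edgeR, the effect of afatinib differed for 36 of the genes between NCI-N87 and MKN1 cells and for 32 between NCI-N87 and MKN7 cells, a difference that the selection of the genes favors. The paper measured increased Caspase 3 activation after afatinib in NCI-N87 cells only. It selected the 44 genes by their pathway and by regulation in these cells but not in MKN1 or MKN7 cells. The enrichment p of the pathway was also lowest in NCI-N87 cells. On these grounds the paper proposes that the 44 genes might have a part in afatinib-induced apoptosis.

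**Figure D2:**
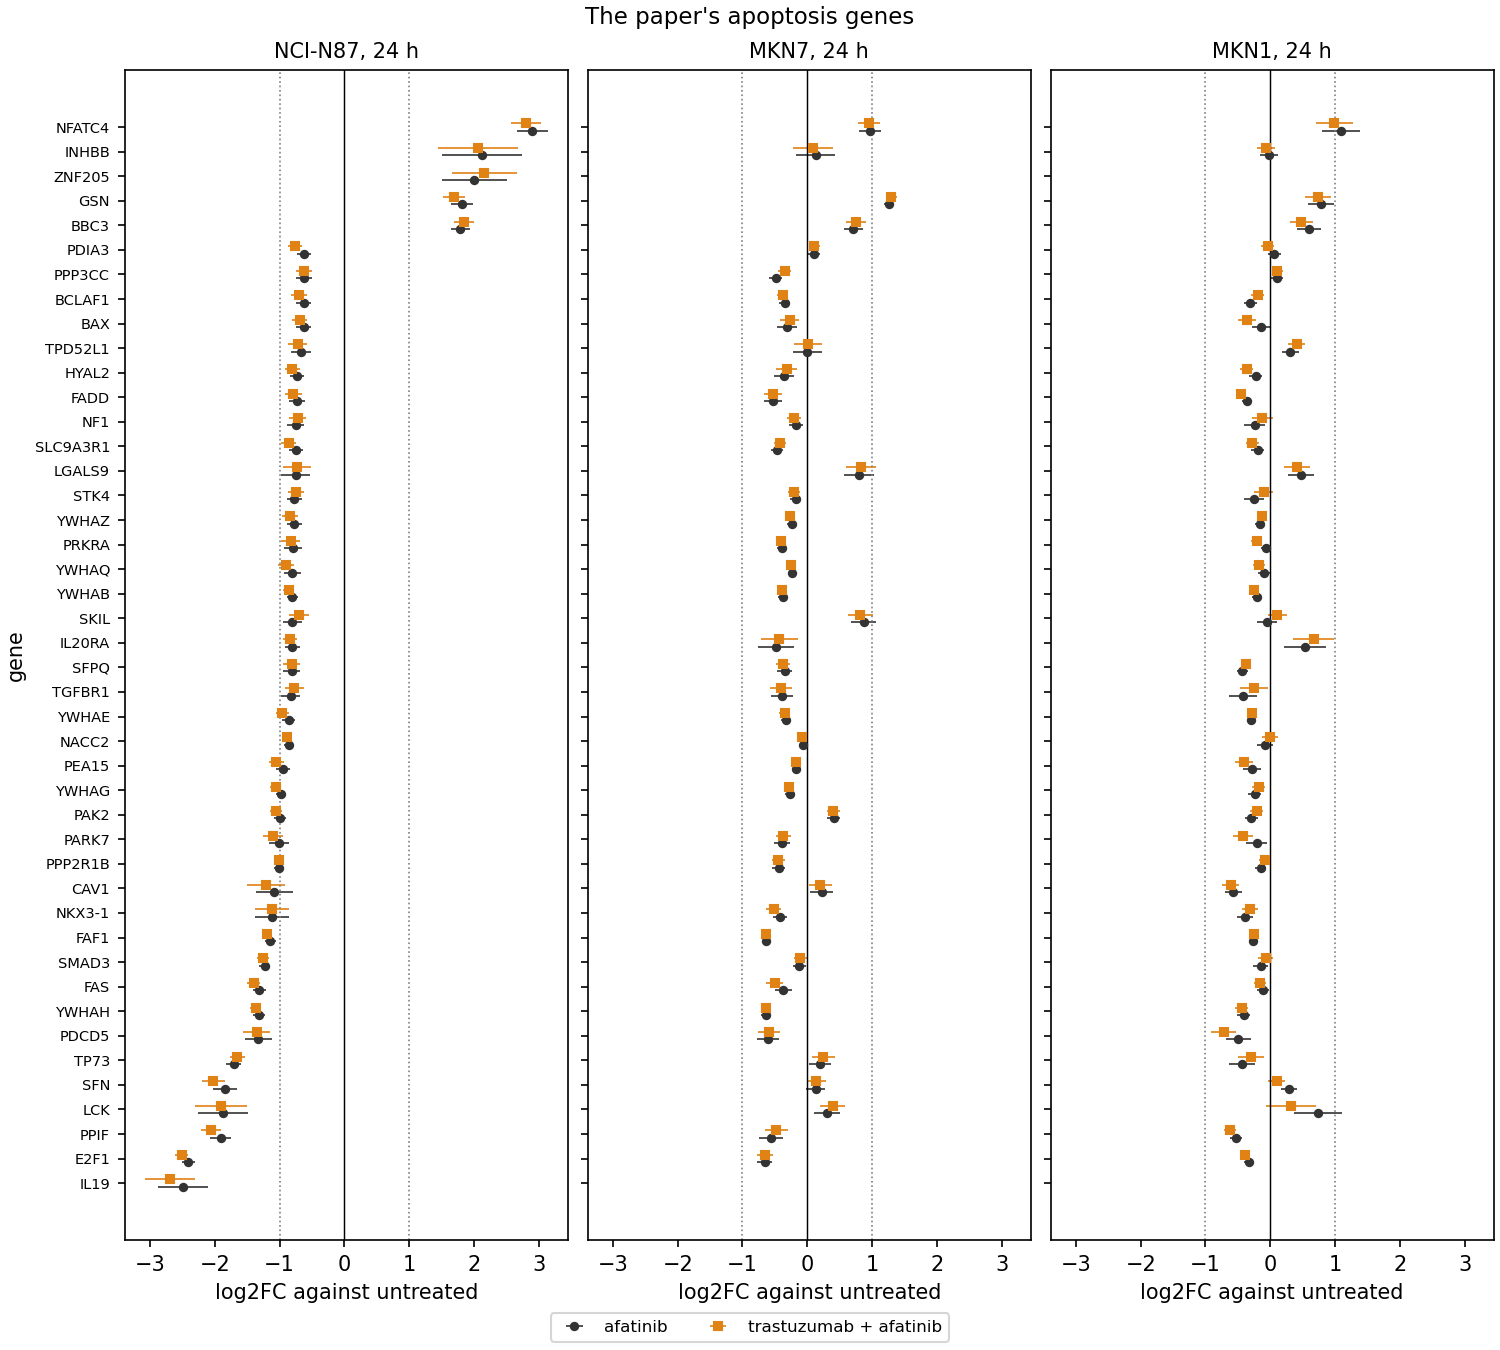
Log2FC against untreated cells after 24 h (x axis) of the 44 apoptosis genes (y axis) in NCI-N87, MKN7 and MKN1 cells. Points give the estimate of edgeR and bars its standard error, for afatinib and trastuzumab + afatinib, and dotted lines mark a log2FC of -1 and 1. In NCI-N87 cells after afatinib, 15 genes lie below -1 and 5 above 1.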

**Table 5:** Candidate genes involved in phenotypic response to afatinib treatment

**a) Genes potentially involved in reduction of motility after afatinib treatment**									
*SERPINE1* *HBEGF*	*F3* *ITGA2*	*CXCL8* *HAS2*	*PLPP3* *SPRY2*	*F2RL1*	*PTGS2*	*CYR61*	*CXCL1*	*SEMA6D*	*ETS1*
**b) Genes potentially involved in induction of apoptosis after afatinib treatment**									
*BAX*	*BBC3*	*BCLAF1*	*CAV1*	*E2F1*	*FADD*	*FAF1*	*FAS*	*GSN*	*HYAL2*
*IL19*	*IL20RA*	*INHBB*	*LCK*	*LGALS9*	*NACC2*	*NF1*	*NFATC4*	*NKX3-1*	*PAK2*
*PARK7*	*PDCD5*	*PDIA3*	*PEA15*	*PPIF*	*PPP2R1B*	*PPP3CC*	*PRKRA*	*SFN*	*SFPQ*
*SKIL*	*SLC9A3R1*	*SMAD3*	*STK4*	*TGFBR1*	*TP73*	*TPD52L1*	*YWHAB*	*YWHAE*	*YWHAG*
*YWHAH*	*YWHAQ*	*YWHAZ*	*ZNF205*						

Genes that were regulated in MKN1 cells after 4 h afatinib and trastuzumab + afatinib treatment and were assigned to the biological function “positive regulation of cell motility” were selected (a). Genes that were regulated in NCI-N87 but not in MKN1 and MKN7 cells after 24 h afatinib and trastuzumab + afatinib treatment and were assigned to the biological function “positive regulation of apoptotic signaling pathway” were selected (b). Green indicates downregulation and red upregulation

To verify the hypothesis that the genes listed in Table 5 are involved in regulation of motility following afatinib treatment, we tested the effect of *HBEGF* knockdown on motility parameters in MKN1 cells. Off-target effects of the used siRNAs cannot be excluded but are minimized by the use of 4 different siRNAs and Qiagens innovative siRNA design. HBEGF was chosen because of its function as EGFR-family ligand and research interests of our group. Since *HBEGF* was downregulated by afatinib treatment we expected similar effects on motility after *HBEG*F knockdown. 

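In MKN1 cells, HBEGF fell from 48.9 ± 5.99 to 22.9 ± 6.90 CPM after 4 h afatinib treatment (log2FC -1.10, SE 0.29, adjusted p = 0.0283 from edgeR). After trastuzumab + afatinib it was at 22.3 ± 6.08 CPM (log2FC -1.13), and after 24 h afatinib the log2FC was -1.94. It also fell in MKN7 (log2FC -2.03) and NCI-N87 cells (-1.18) after 4 h afatinib.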

*HBEGF* gene expression was reduced to 18% (Fig. 9a). The percentage of motile cells and average speed were significantly decreased in *HBEGF* KD compared to control cells (Fig. 9b and c).

**Fig. 9:**
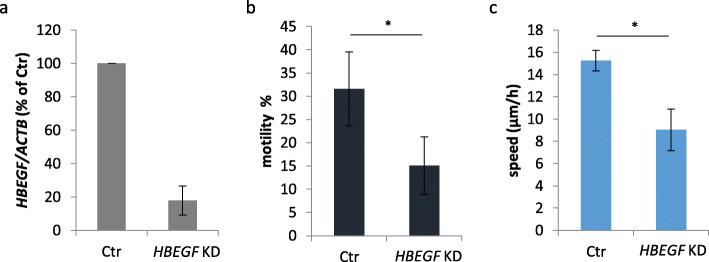
Effect of *HBEGF* knockdown on motility and average speed. MKN1 cells were transfected with negative-control (Ctr) or *HBEGF* (*HBEGF* KD) siRNA. The knockdown was checked on RNA level on day 1 after transfection (**a**). Time-lapse microscopy was carried out for 7 h. Cell movement was tracked to assess motility (**b**) and average speed (manual) (**c**). Shown are the mean values of four experiments with standard deviation. Statistically significant effects are indicated by *p < 0.05 (two-sample t-test) (**b, c**)

In summary, we demonstrated reduced average speed and motility in MKN1 and MKN7 cells and induction of apoptosis in NCI-N87 cells after afatinib-containing treatments. Following afatinib treatment we identified genes that might be involved in the regulation of motility and apoptosis. *HBEGF* was confirmed as regulator of cell motility by knockdown experiments.

## Discussion

### Intracellular kinases were regulated by cetuximab and afatinib treatment

We previously observed effects of trastuzumab on HER2 activation but not on intracellular kinases [21]. We hypothesized that effects on intracellular kinases may be visible after prolonged or shortened treatment with trastuzumab. However, none of the 12 analyzed kinases was altered at any time point. Other receptor tyrosine kinases, such as HER3 or EGFR, may compensate the reduced activation of HER2 and sustain activation of intracellular kinases [12–14, 43].

The EGFR antibody cetuximab and the pan-HER tyrosine kinase inhibitor afatinib showed stronger effects on intracellular signaling. Cetuximab mainly affected MAPK3 and MEK1 whereas afatinib affected additionally AKT1 and p70S6K1, depending on the cell line. MAPK3 and MEK1 are part of the RAS/MAPK pathway and AKT01 and p70S6K are important kinases of the PI3K/AKT pathway. These two pathways regulate proliferation, survival, differentiation and motility of cancer cells and are known to be affected by anti-HER therapies [44].

### Effects of trastuzumab, cetuximab and afatinib on signaling and cell cycle pathways

Significantly enriched KEGG and Reactome pathways were identified based on the gene expression analysis with following functional enrichment analysis. During this work we focused on signaling and cell cycle pathways. In case of trastuzumab the functional enrichment analysis was not performed since no gene was regulated according to the selection criteria. Amongst others, the IL17, TNF, MAPK and chemokine signaling pathways were enriched after cetuximab treatment in MKN1 cells. Following afatinib treatment, the TNF signaling pathway was enriched in NCI-N87, MKN1 and MKN7 cells. The Jak-STAT signaling was exclusively enriched in MKN7 cells. IL17, MAPK, NF-kappa B, NOD-like receptor, chemokine, TLR and MyD88 signaling pathways were enriched in MKN1 cells after afatinib treatment. The cell line MKN1 can be used to directly compare the effects of cetuximab and afatinib. IL17, TNF, MAPK and chemokine signaling pathways were enriched in MKN1 cells after cetuximab and afatinib treatment, whereas NF-kappa B, TLR and MyD88 signaling were enriched after afatinib treatment only. Thus, pathways related to the immune system are important for cetuximab and afatinib response in MKN1 cells. Processes related to immune response or inflammation were also important in head and neck squamous-cell carcinoma (HNSCC) cell lines after 48 h erlotinib (EGFR inhibitor) treatment. The functional analysis suggested an activation of inflammatory pathways that might be mediated by MyD88. Further experiments suggested the IL-1α/IL-1R/MYD88/IL-6 pathway as responsible for the reduced anti-tumor efficacy of erlotinib and other EGFR inhibitors [23]. However, in HNSCC cells these processes were upregulated, whereas in our experiments after 24 h treatment most genes involved in these pathways were downregulated. 

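Of the tested genes for cytokines and their receptors, 12 were regulated in MKN1 cells after 24 h afatinib treatment, 9 higher and 3 lower (2.33-fold, p.adjust = 0.0395 from Fisher's exact test). With library size alone, 12 were higher and 3 lower, and with DESeq2 9 and 5. This list is not the gene content of the pathways in the paper. After 24 h cetuximab, 6 MAPK target genes were regulated in MKN1 cells, all lower. Among the 15 chemokine genes, 1 was regulated, CXCL8, which fell from 0.886 ± 0.200 to 0.333 ± 0.131 CPM (log2FC -1.38, adjusted p = 0.0115).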

The upregulation may be part of a resistance mechanism starting after 48 h of treatment.

Both, KEGG and Reactome pathway analyses showed a cell cycle regulation after 24 h afatinib treatment in NCI-N87 and MKN7 cells, but not in MKN1 cells. When the list of genes within the Reactome Pathway Cell Cycle in MKN7 (103 genes) and NCI-N87 (262 genes) cells was compared with the list of all afatinib-regulated genes in MKN1 cells, only two genes were present in both lists: *CCND1, TERT*. 

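CCND1 (ENSG00000110092) lies on chromosome 11 from 69641087 to 69654474, and TERT (ENSG00000164362) on chromosome 5 from 1253147 to 1295069. After 24 h afatinib treatment, CCND1 fell from 405 ± 96 CPM with a log2FC of -1.93 in MKN1 cells (SE 0.21), and with a log2FC of -2.09 in MKN7 and -2.01 in NCI-N87 cells. TERT fell from 5.09 ± 0.686 to 2.18 ± 0.190 CPM in MKN1 cells (log2FC -1.22), with a log2FC of -1.85 in MKN7 and -4.46 in NCI-N87 cells. The adjusted p from edgeR was 9.45e-08 for CCND1 and 5.42e-07 for TERT in MKN1 cells.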

Afatinib may have another, cell cycle-independent mechanism of action in MKN1 cells. However, it is also possible that the effect on the cell cycle in MKN1 cells is visible only after prolonged afatinib treatment. Afatinib-induced cell cycle arrest was measured by flow cytometry in various cell lines including HNSCC, pancreatic carcinoma, colorectal carcinoma, esophageal squamous carcinoma, gastric carcinoma, ovarian carcinoma and oral squamous carcinoma [25, 28, 30, 32, 45–49]. In gastric carcinoma cells a sub-G1/G1 cell cycle arrest was detected in NCI-N87 and SNU216 after afatinib treatment, whereas SNU668 cells showed no changes in cell cycle distribution [32]. Hence, the enrichment of cell cycle pathways identified by functional enrichment analysis might be an indicator for cell cycle arrest.

In summary, we identified important signaling pathways for cetuximab and afatinib response and showed involvement of immune-related pathways by gene expression analysis. Furthermore, we demonstrated gene expression changes in cell cycle pathways in MKN7 and NCI-N87, but not in MKN1 cells.

### Regulation of cell motility and apoptosis after afatinib and trastuzumab treatment

Treatment with afatinib as well as with the combination of trastuzumab + afatinib reduced the motility and average speed of MKN1 cells. These effects were less clear in MKN7 cells. Motility was slightly reduced after trastuzumab, afatinib, trastuzumab + afatinib and DMSO treatment. The interpretation is difficult since high standard deviations were observed in DMSO- and afatinib-treated cells. Treatment with trastuzumab, afatinib and the combination of both slightly reduced the average speed of MKN7 cells. Taken together, these data show that afatinib-containing treatments reduced average speed and motility in MKN1 and MKN7 cells. From gene expression analysis and GO annotations we extracted those genes that were regulated by afatinib-containing treatments in MKN1 cells and were related to the biological function “positive regulation of cell motility”. As a result, the genes *SERPINE1*, *F3*, *CXCL8*, *PLPP3*, *F2RL1*, *PTGS2*, *CYR61*, *CXCL1*, *SEMA6D*, *ETS1*, *HBEGF*, *ITGA2*, *HAS2* and *SPRY2* could be involved in the regulation of cell motility after afatinib treatment. To confirm this hypothesis, we analyzed cell motility after knockdown of one of those genes. Indeed, average speed was reduced after knockdown of *HBEGF* in MKN1 cells.

Motility and average speed were reduced after trastuzumab treatment in MKN7 cells only. However, there was no gene expression modulation under this condition. Therefore, in case of trastuzumab, the altered motility parameters cannot be explained by changes in gene expression. 

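In MKN7 cells, 661 genes had an unadjusted p below 0.05 after 4 h trastuzumab treatment and 590 after 24 h, where 924 would be expected by chance. The smallest adjusted p from edgeR was 0.987 after 4 h and 0.999 after 24 h. With the replicate block, 0 genes were regulated after 4 h and 3 after 24 h, while 2487 and 2449 genes had an unadjusted p below 0.05, more than expected by chance. From the absence of regulated genes, the paper proposes that trastuzumab acts on the motility of MKN7 cells by mechanisms that do not depend on gene expression.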

We hypothesize that the effect of trastuzumab on cell motility is caused by gene expression independent mechanisms. Reduced cell migration after afatinib treatment was observed in ovarian, pancreatic and breast cancer cell lines [25–27]. To our knowledge, we were the first to use time-lapse microscopy to show reduced motility and average speed following afatinib treatment.

Apoptosis was induced by afatinib-containing treatments in NCI-N87 cells only. From the gene expression analysis and GO annotations we isolated genes that were regulated by afatinib-containing treatments in NCI-N87 cells and were related to the biological function “positive regulation of apoptotic signaling pathway”. Although this pathway was only significantly enriched following trastzuzumab + afatinib and not afatinib treatment, the *p*-value was the lowest in NCI-N87 cells after afatinib and trastuzumab + afatinib treatment. Thus, the 44 extracted genes might be involved in induction of apoptosis after afatinib treatment in NCI-N87 cells**.** The lacking significance of the biological function “positive regulation of apoptotic signaling pathway” after afatinib treatment is of minor importance for this approach since this analysis was mainly used to identify genes involved in apoptosis. The apoptotic effect of afatinib is well known from experiments with various cancer cell lines, including head and neck squamous cell carcinoma, lung carcinoma, esophageal squamous carcinoma, neuroblastoma, gastric carcinoma, bladder carcinoma and intrahepatic cholangiocarcinoma [28–34].

Overall, the phenotypic changes observed after afatinib treatment were reflected by altered biological functions of the gene ontology database. We suggested a list of 14 genes that might be involved in reduction of motility after afatinib treatment. The importance of one of these genes, *HBEGF*, was validated by means of motility analysis after knockdown. We also identified 44 genes that might have a role in the induction of apoptosis following afatinib treatment.

### Different effects of anti-HER therapies on intracellular signaling, gene expression and phenotype

Trastuzumab treatment did not affect intracellular signaling, cell motility and apoptosis and showed only small effects on gene expression in the analyzed cell lines. Following cetuximab treatment, the RAS/MAPK pathway was altered on phosphoprotein level, the IL-17, TNF, MAPK and chemokine signaling pathways were influenced on gene expression level and the cell motility (described in [35]) but not apoptosis was affected. Strongest effects on all analyzed levels were observed after afatinib treatment. These include inhibition of the RAS/MAPK and PI3K/AKT signaling on phosphoprotein level, the changes in TNF, IL-17, MAPK, NF-kappaB, NOD-like receptor, chemokine, Toll-like receptor, MyD88 and Jak-STAT signaling and cell cycle pathways on gene expression level and the regulation of cell motility and apoptosis. Thus, from a molecular point of view, afatinib is most effective and therefore a promising candidate for therapy of gastric cancer patients. However, the well-known antibody-dependent cell-mediated cytotoxicity (ADCC) effects of trastuzumab and cetuximab, which are mediated by immune cells, are not considered in our analyses [50–52].

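After 24 h trastuzumab + afatinib treatment, 841 genes were regulated in MKN1, 2564 in MKN7 and 6021 in NCI-N87 cells. Between trastuzumab + afatinib and afatinib alone, 0 genes were regulated in any cell line at either time point. At an unadjusted p below 0.05, between 94 and 202 genes were listed in these comparisons. Under the replicate block, 0 genes were regulated in them, and between 211 and 1287 genes had an unadjusted p below 0.05, above the number expected by chance in NCI-N87 cells at 4 h (1287) and MKN1 cells at 24 h (1149). In Hs746T cells 0 genes were regulated after any treatment, with 1371 genes at an unadjusted p below 0.05 after 4 h afatinib. With the replicate block, 66 genes were regulated in Hs746T cells after 4 h afatinib and 10 after 4 h trastuzumab + afatinib.

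**Figure D3:**
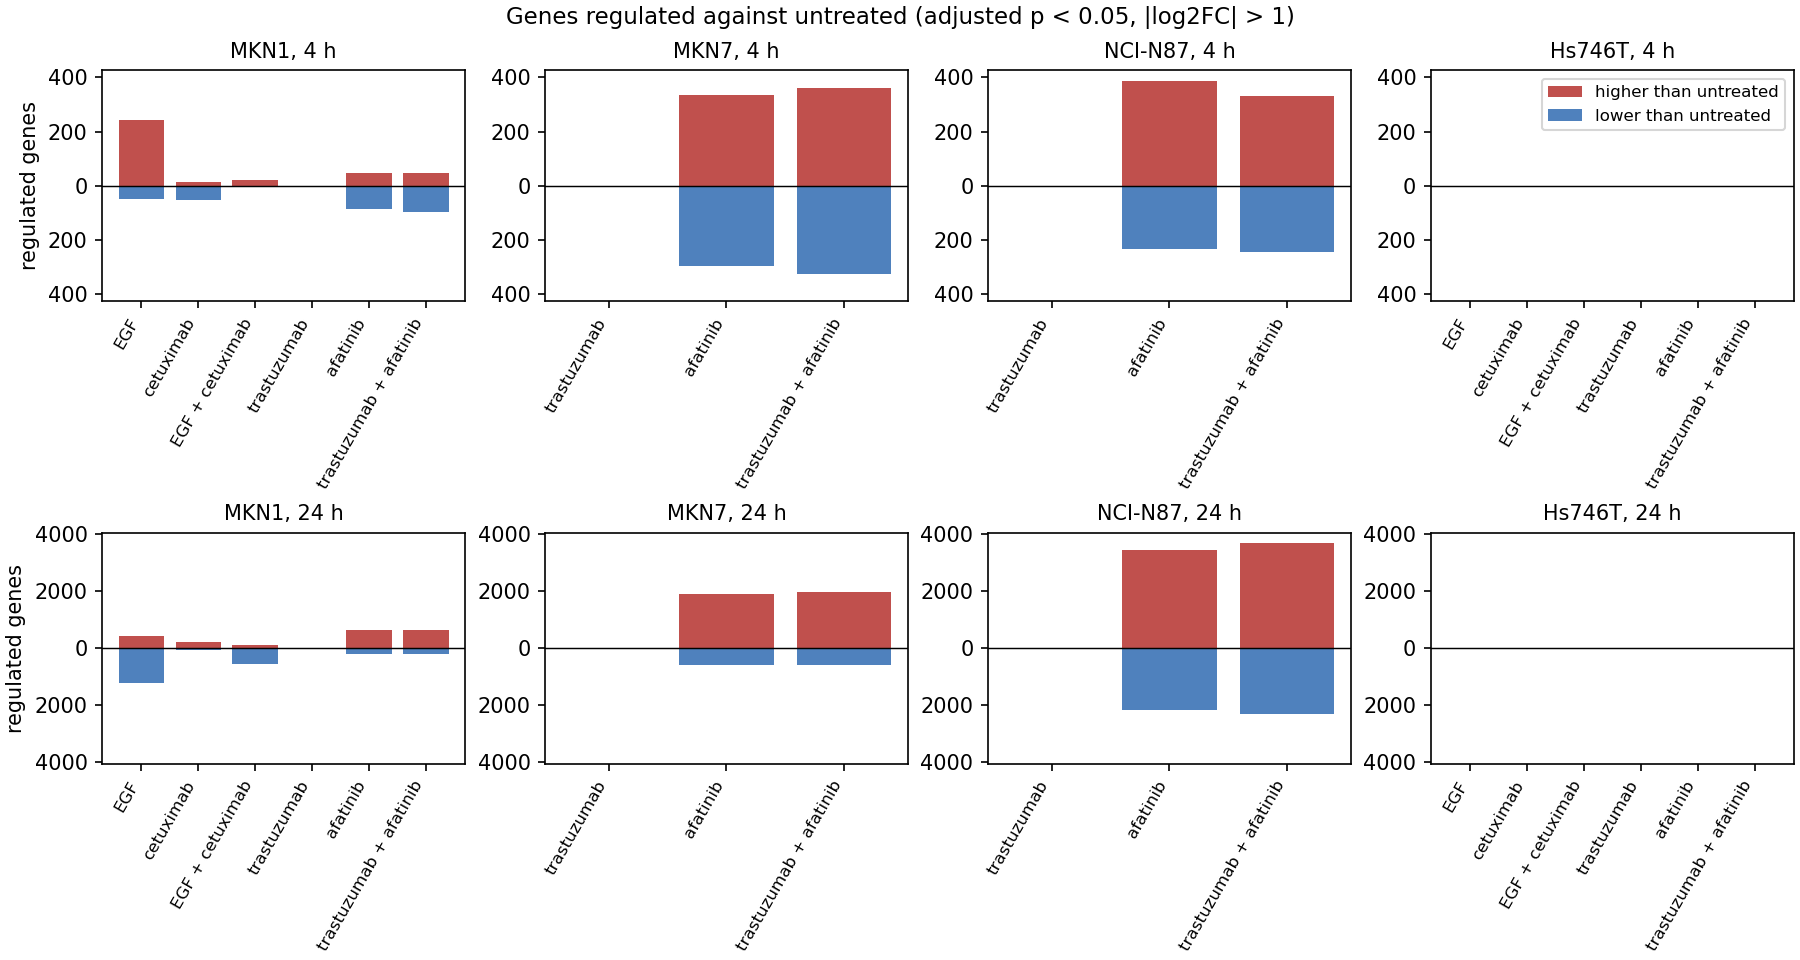
Number of genes regulated against untreated cells (y axis), by treatment (x axis), cell line and time point, with genes higher than untreated above and genes lower than untreated below 0. The scales of the 4 h and 24 h plots differ. Of the single agents, afatinib gives the longest bars in MKN7 and NCI-N87 cells.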

## Conclusions

The effects of cetuximab, trastuzumab and afatinib on activation of intracellular kinases and gene expression in gastric cancer cell lines were compared. Analysis of intracellular kinase activations revealed effects of cetuximab and afatinib on MAPK3, MEK1, AKT and p70S6K1 with differences regarding effect strength between cell lines and treatments. Based on gene expression analysis, we identified important signaling and immune-related pathways for cetuximab and afatinib response. Moreover, cell cycle pathways were identified as important for afatinib response. In order to identify genes that are involved in the regulation of motility and apoptosis after afatinib treatment, we analyzed the effects of afatinib on motility by time-lapse microscopy and on apoptosis by cleaved Caspase 3 staining. The phenotypic changes were reflected by altered biological functions of the gene ontology database. We suggested a list of 14 genes that might be involved in the reduction of motility, and a list of 44 genes that might be involved in the induction of apoptosis after afatinib treatment. Our findings were validated by assessment of motility parameters after *HBEGF* knockdown.

## Supplementary information

**Additional file 1.** Supplemental Method.

**Additional file 2.** Supplemental Figures.

**Additional file 3.** Supplemental Results.

**Additional file 4.** Supplemental Tables.

**Additional file 5.** Supplemental full-length blots corresponding to Fig. 8.

**Additional file 6.** Supplemental full-length blots corresponding to Additional file 2, Fig. S3.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO repository (Accession GSE141352), https://www.ncbi.nlm.nih.gov/921geo/.

## Abbreviations

ADCC: Antibody-dependent cell-mediated cytotoxicity
Afa: Afatinib
Cet: Cetuximab
Cl.casp3: Cleaved caspase 3
DMSO: Dimethylsulfoxid
FDR: False discorey rate, adjusted *p*-value
GO-term: Gene ontology term
HNSCC: Head and neck squamous-cell carcinoma
KEGG: Kyoto Encyclopedia of Genes and Genomes
log2FC: Log2-transformed fold-change
p.adjust: Adjusted *p*-value
Tra: Trastuzumab
Untr: Untreated

# Supplementary material for: Determining the effects of trastuzumab, cetuximab and afatinib by phosphoprotein, gene expression and phenotypic analysis in gastric cancer cell lines
**Source:** BMC Cancer. 2020 Oct 28;20:1039. doi: 10.1186/s12885-020-07540-7
**Supplement:** Supplementary file 5 — Additional file 5. Supplemental full-length blots corresponding to Fig. 8.

Experiment 1

Supplemental full-length blots corresponding to Figure 8

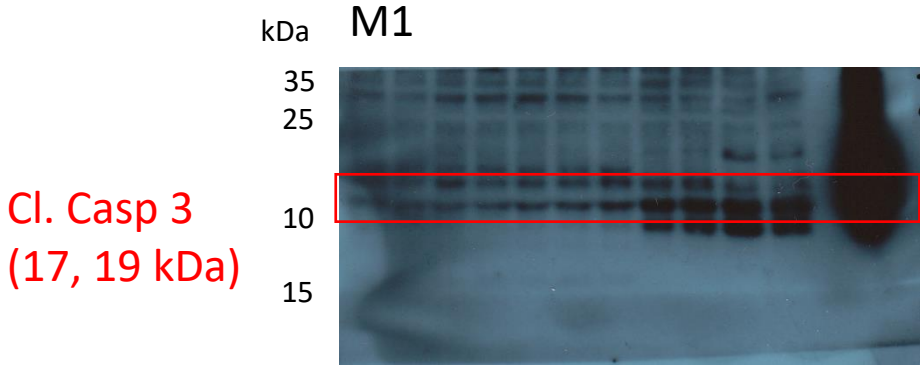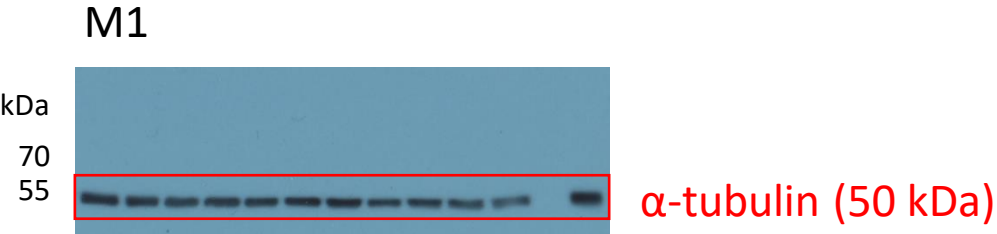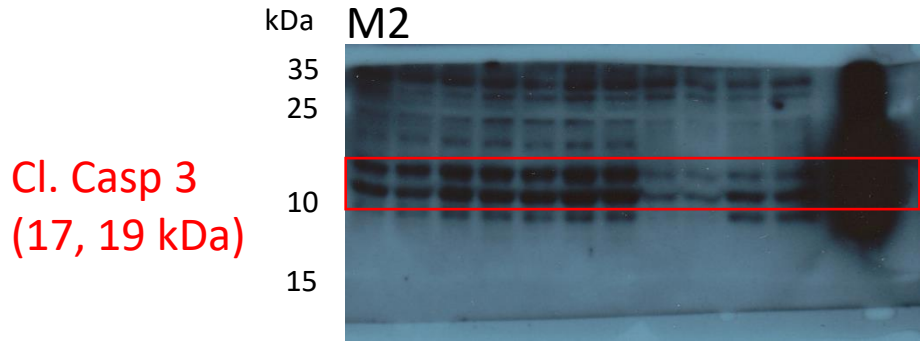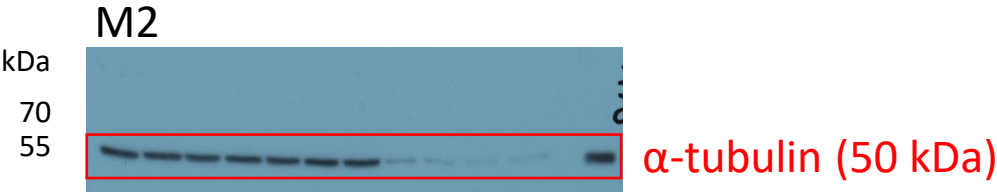

Membranes were cut before staining

Experiment 2

Cl. Casp 3  
(17, 19 kDa)

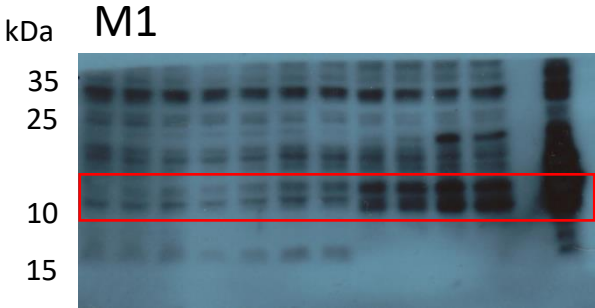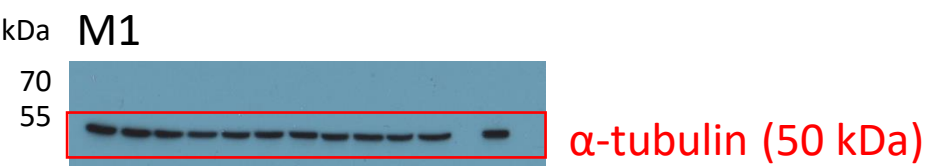

Cl. Casp 3  
(17, 19 kDa)

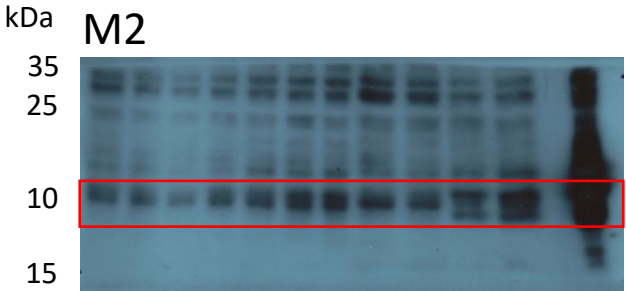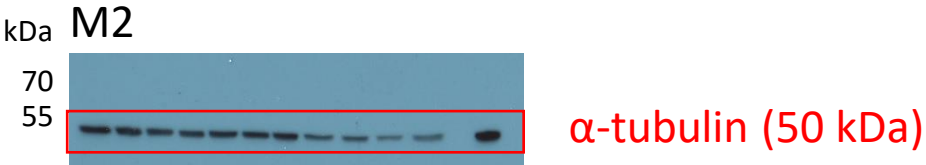

Membranes were cut before staining

Experiment 3

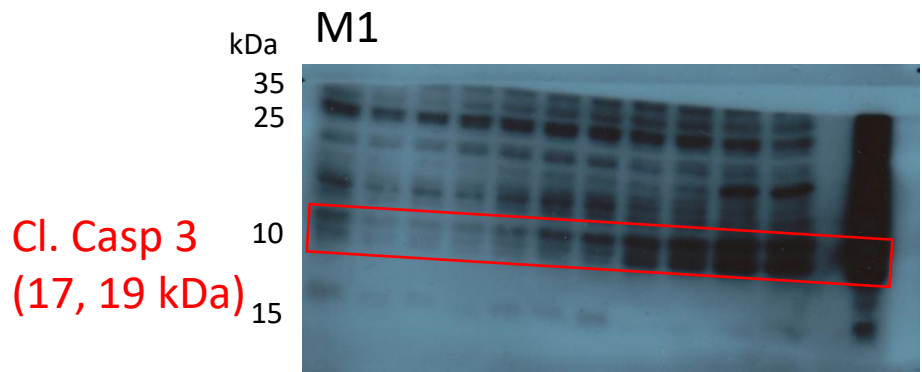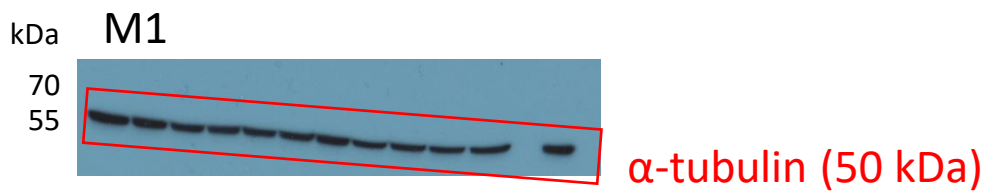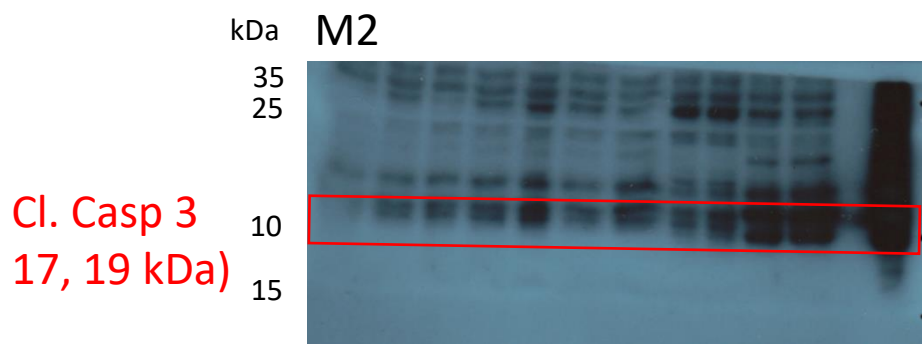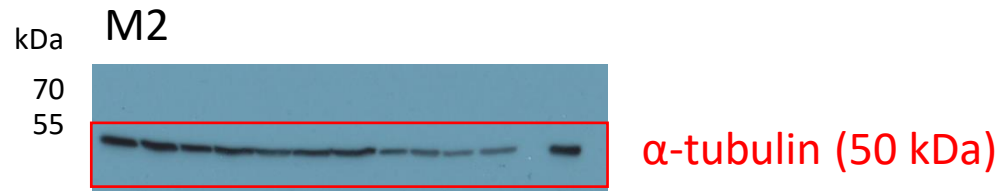

Membranes were cut before staining

M1

| 1 | 2            | 3           | 4           | 5               | 6           | 7           | 8               | 9            | 10          | 11          | 12             | 13 | 14                         | 15 |
|---|--------------|-------------|-------------|-----------------|-------------|-------------|-----------------|--------------|-------------|-------------|----------------|----|----------------------------|----|
| L | MKN1<br>untr | MKN1<br>EGF | MKN1<br>Cet | MKN1<br>EGF+Cet | MKN1<br>Tra | MKN1<br>Afa | MKN1<br>Tra+Afa | MKN7<br>untr | MKN7<br>Tra | MKN7<br>Afa | MKN7<br>TraAfa |    | Jurkat<br>Cytochro<br>me c | L  |

M2

| 1 | 2              | 3             | 4             | 5                 | 6             | 7             | 8                 | 9           | 10         | 11         | 12             | 13 | 14                         | 15 |
|---|----------------|---------------|---------------|-------------------|---------------|---------------|-------------------|-------------|------------|------------|----------------|----|----------------------------|----|
| L | Hs746T<br>untr | Hs746T<br>EGF | Hs746T<br>Cet | Hs746T<br>EGF+Cet | Hs746T<br>Tra | Hs746T<br>Afa | Hs746T<br>Tra+Afa | N87<br>untr | N87<br>Tra | N87<br>Afa | N87<br>Tra+Afa |    | Jurkat<br>Cytochro<br>me c | L  |

Jurkat cell extracts in treated with Cytochrome c in vitro were used as positive control (Cell Signaling #9663S)

# Supplementary material for: Determining the effects of trastuzumab, cetuximab and afatinib by phosphoprotein, gene expression and phenotypic analysis in gastric cancer cell lines
**Source:** BMC Cancer. 2020 Oct 28;20:1039. doi: 10.1186/s12885-020-07540-7

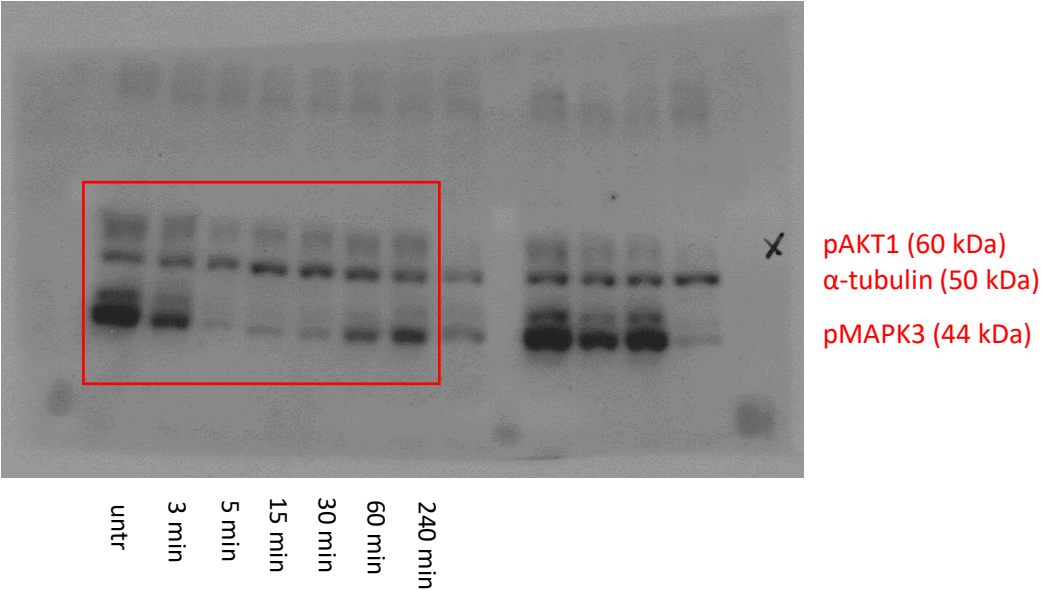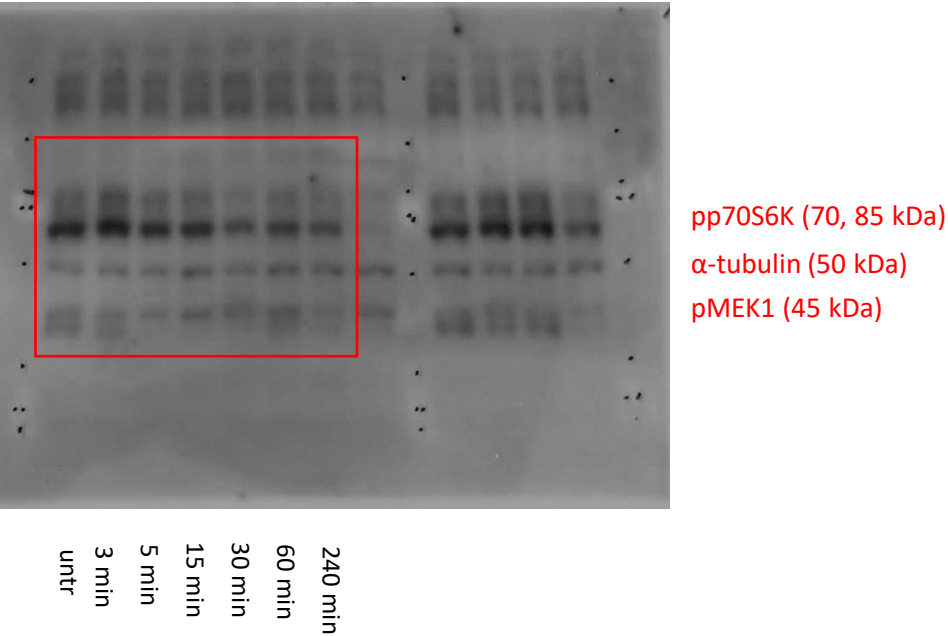

Experiment 2

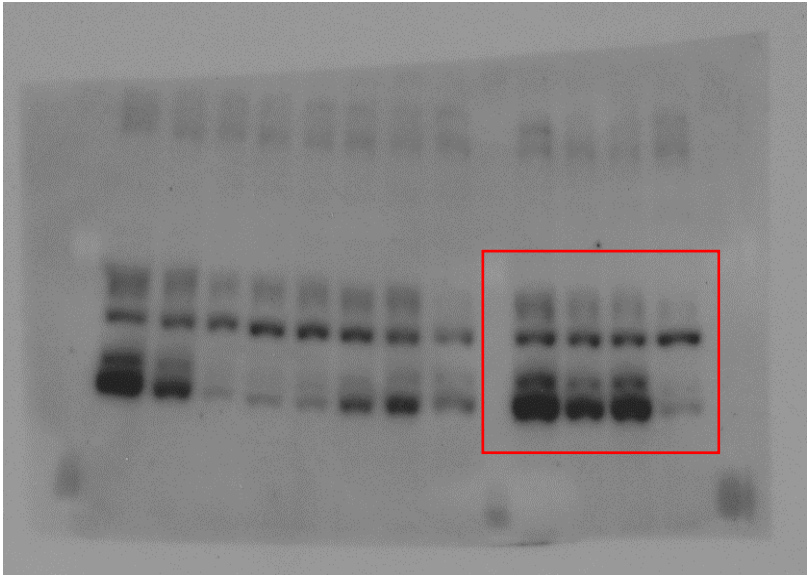

15 min  
5 min  
3 min  
untr

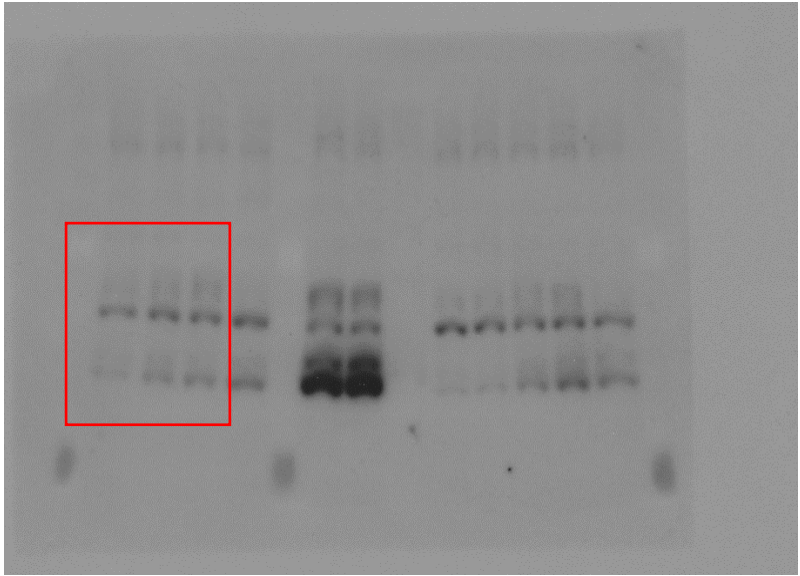

240 min  
60 min  
30 min

pAKT1 (60 kDa)  
α-tubulin (50 kDa)  
pMAPK3 (44 kDa)

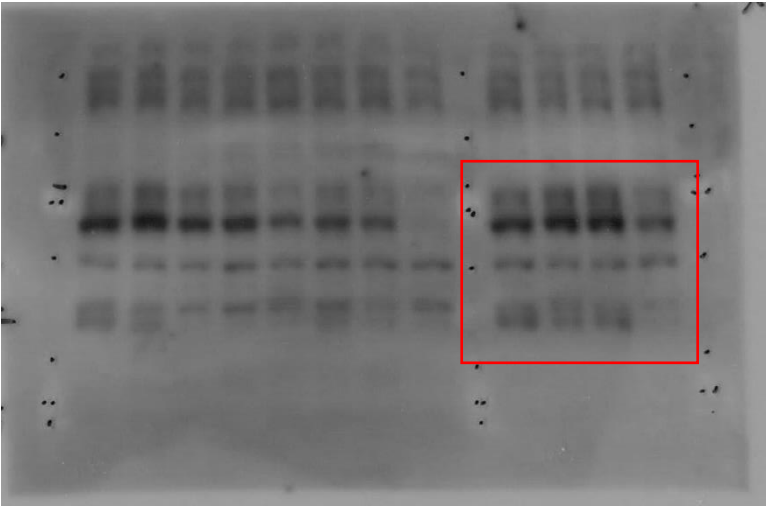

15 min  
5 min  
3 min  
untr

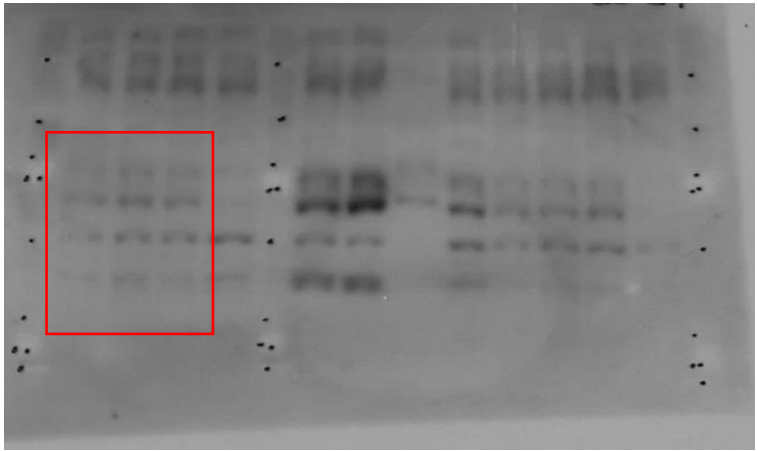

240 min  
60 min  
30 min

pp70S6K (70, 85 kDa)  
α-tubulin (50 kDa)  
pMEK1 (45 kDa)

Experiment 3

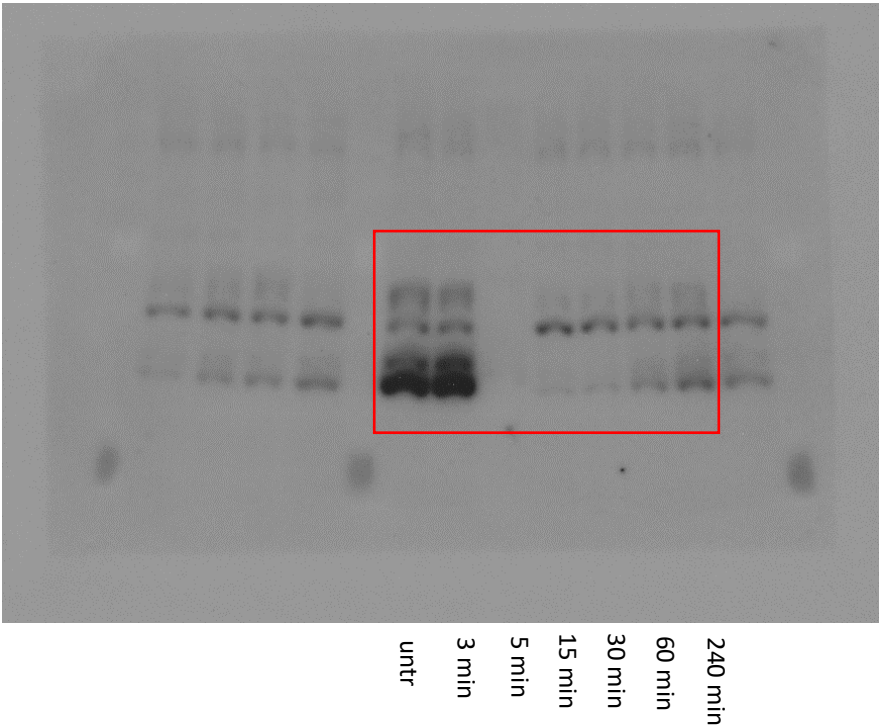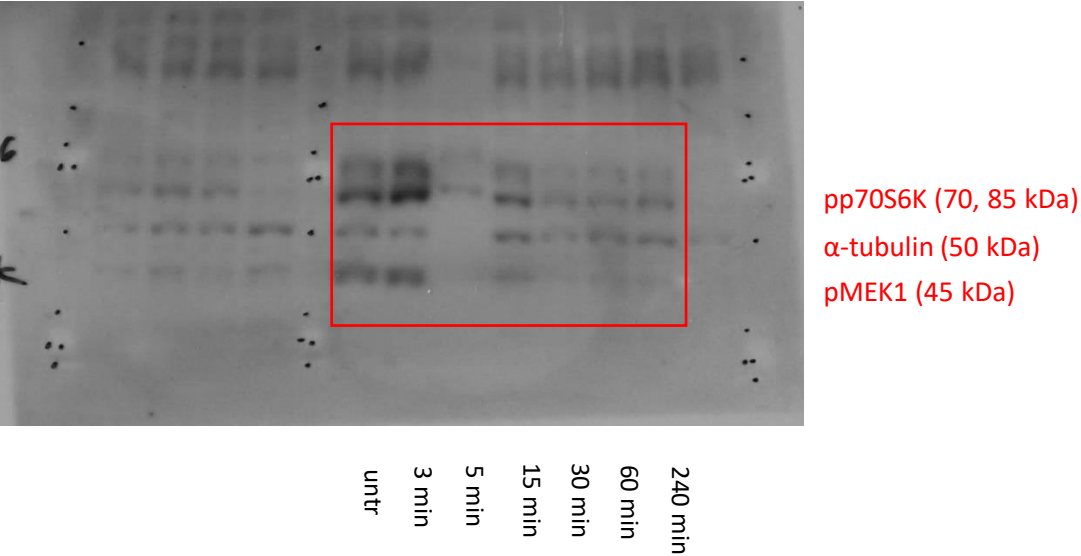

**Supplement:** Supplementary file 6 — Additional file 6. Supplemental full-length blots corresponding to Additional file 2, Fig. S3.

How the deposited data were processed for this re-analysis (not part of the article)

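RNA sequencing libraries of 4 gastric cancer cell lines were analysed, 132 in all, with 3 replicates for each of 44 conditions of cell line, treatment and time point. The authors purified the mRNA, made directional libraries, sequenced them paired end and deposited raw counts per Ensembl gene identifier for each library. For the primary data analysis the paper refers to Additional file 1, which was not analysed here. The identifiers were matched to GENCODE release 29 (GRCh38), which lacks 8404 of them, holding 0.0422% of the counts. Counts on the 37 mitochondrial gene identifiers were 0 in every library. Total counts ranged from 25832557 to 69434151. The mean ratio of squared differences between replicates to the Poisson expectation was at least 7.55 in 132 pairs of replicates, and 0 pairs were identical.

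Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and glmQLFit and glmQLFTest). All libraries of one cell line were fitted together with 1 mean per treatment and time point, and 48 contrasts were tested. Regulated genes were those with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2FC above 1. Log2 CPM used a prior count of 2. Differences between cell lines in the effect of afatinib were tested with interaction contrasts in edgeR. The self-test on simulated data used 200 changed genes.

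Pathway tables of KEGG, Reactome and gene ontology were not analysed here. In their place, 16 gene lists were tested, among them the paper's lists of 14 and 44 genes. Over-representation among regulated genes was tested with a one-sided Fisher's exact test against the genes tested in the same fit, with Benjamini-Hochberg adjustment over 768 tests of list and contrast. Genes named in the text are those the paper names, the drug targets and EGFR ligands, members of the lists, and for each contrast at most 3 genes with the largest rise and 3 with the largest fall among regulated genes with a mean log2 CPM above 1 that changed in the same direction in all same-numbered replicates.

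The pairing of replicates was taken from the replicate numbers in the sample labels. The sample numbers run in 2 series of 65 and 67 libraries. Within a cell line, time point and replicate number, all treatments share a series, so the replicate block covers it. The alternatives were a fit of only the compared groups, DESeq2 1.42.0, scaling by library size alone, no filter, at least 10 counts in every library, the replicate number as a block, and leaving out each replicate in turn. The criteria, lists and these alternatives were set before the data were examined. Counting the paper's genes by adjusted p alone was chosen after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Afatinib was compared with untreated cells, as in the paper. No library of the afatinib solvent DMSO was among the samples, so these contrasts do not part the drug from its solvent. The paper checked selected genes by qPCR with DMSO as a control. The measurements of phosphoproteins, motility and Caspase 3 were not analysed here.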

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

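The tests that keep each pair of untreated and afatinib libraries whole were chosen only after the result of the first test of other splits was seen.

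The effect of afatinib differed between cell lines. At 24 h, the interaction contrast listed 7132 genes between NCI-N87 and MKN1 cells, 5542 between NCI-N87 and MKN7 cells and 1993 between MKN7 and MKN1 cells. At 4 h it listed 377 genes between MKN1 and MKN7, 439 between MKN1 and NCI-N87 and 110 between MKN1 and Hs746T cells. Among the paper's 14 motility genes at 4 h, the effect differed for 4 genes in each of the first 2 of these comparisons and for 6 in the last. Among the 44 apoptosis genes at 24 h, it differed for 36 genes between NCI-N87 and MKN1, for 32 between NCI-N87 and MKN7 and for 4 between MKN7 and MKN1 cells. The paper selected the motility genes for MKN1 and the apoptosis genes for NCI-N87 cells, which favors such differences. For the S phase, G2/M and DNA replication lists, the numbers were 40, 32 and 30 between NCI-N87 and MKN1, 36, 21 and 27 between NCI-N87 and MKN7, and 6, 3 and 4 between MKN7 and MKN1 cells.

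Other splits of the libraries were fitted for these interactions. Exchanging untreated and afatinib libraries within same-numbered pairs gave 32 splits, and as many genes as in the real split were found in 6, 5, 5, 5, 5 and 2 of them, in the order of the comparisons above. Exchanging all pairs of 1 cell line turns the difference of the effects of 2 lines into their sum. Without that split, 5, 4, 4, 4, 4 and 1 splits gave as many genes, the real one included. Splits that exchange only some pairs keep part of the drug's effect. This test therefore shows neither that chance made the counts nor that it did not. The fits of these splits listed 6243, 5129, 1396, 370, 365 and 71 genes in the real split, other numbers than those above. With each pair kept whole, 10 splits of the 6 pairs were possible, and only the real one gave as many genes (1 of 10 for each comparison), while the others gave 0. This model of paired differences lists other numbers of genes than the interaction contrast. A design with 10 splits cannot give a share under 0.05, so this share alone does not exclude grouping by chance. The sizes of the counts argue against it for these comparisons. The real split gave from 2883 to 8736 genes and every other split 0. Different cell lines also differ in more than their response to the drug, and a biological reading of these counts was not separated from that.

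The number of genes regulated by afatinib after 24 h rose from MKN1 through MKN7 to NCI-N87 cells. With every library thinned to the lowest total of these lines, 826, 2430 and 5467 genes were regulated, so depth did not make the order. The 10 highest genes took 0.0979, 0.513 and 0.924 percentage points more of the counts after afatinib than in untreated cells, which is little beside all counts. The nearest library by correlation was of another cell line for 0 libraries, so no exchange of cell lines was seen. For 2 libraries it was of the same cell line at the other time point, so an exchange of time points is not excluded by this check. For each contrast the real split of the 6 libraries was compared with the 3 others that part every same-numbered pair. In the 20 contrasts with regulated genes, only the real split gave any (1 of 4 splits, largest number in another split 0), and in the 28 contrasts without any, all 4 splits gave 0. The 4 splits cannot give a share under 0.05, so grouping by chance of the libraries is not excluded by them alone.

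In MKN1 cells, EGF + cetuximab changed 23 genes after 4 h and 669 after 24 h against untreated cells, and 25 and 31 genes against EGF alone. In Hs746T cells, 66 genes were regulated after 4 h afatinib with the replicate block. Without the block 0 were, with 1371 genes at an unadjusted p below 0.05. In the block model the real split alone gave regulated genes (1 of 4 splits, with 0 in the others). Of these 66 genes, 52 were tested in MKN1 cells and 26 of them had the same direction there, which is 50% and what chance gives. The same direction was seen for 25 of 47 tested genes in MKN7 and 23 of 50 in NCI-N87 cells. Of the 66 genes, 0 were regulated after 4 h afatinib in MKN1, 5 in MKN7 and 1 in NCI-N87 cells. The design of 4 splits cannot tell the count of 66 genes apart from grouping by chance, and no biological explanation was tested. An effect of the solvent DMSO could not be separated from that of afatinib.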

How the results depend on the processing

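Under 9 alternative settings, counts of regulated genes, over-representation, named gene results and counts of the paper's lists were recomputed where the setting applies. Interactions and list scores were recomputed under some of these settings. Overlaps between treatments, list counts without the fold change limit, shares among random lists and the trastuzumab shift were not among the recomputed results. Of 48 counts of regulated genes, 28 were 0, and 22 of these stayed 0 under every setting. Of the 20 counts above 0, 2 stayed within 1.5 times their value under every setting. Of 42 over-representation results, 33 stayed on the same side of the threshold under every setting, with 21 weaker and 2 stronger outcomes among the others. Of 120 named gene results, 91 stayed on the same side, with 37 weaker and 14 stronger outcomes. The fit of only the 2 compared groups was not run for the interactions, and list scores were recomputed only with library size alone and without each replicate. Of 120 named gene results, 110 could be computed with at least 10 counts in every library. The cause of these changes was not tested.

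With only the 2 compared groups in the fit, regulated genes numbered 15 for MKN1 4 h EGF + cetuximab, 89 for MKN1 4 h afatinib, 90 for MKN1 4 h trastuzumab + afatinib and 4 for MKN1 4 h EGF + cetuximab against EGF. The fold over-representation was 25.6 (p.adjust = 0.244) for chemokines in MKN1 4 h cetuximab and 1.56 (p.adjust = 0.0732) for the paper's apoptosis list in NCI-N87 24 h trastuzumab + afatinib.

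With DESeq2, the fold over-representation was 3.43 (p.adjust = 0.103) for cytokines and their receptors in MKN1 24 h cetuximab. Genes whose afatinib effect differed between lines numbered 13 for the S phase list in 24 h MKN7 against MKN1, 602 for 4 h MKN1 against MKN7, 661 for 4 h MKN1 against NCI-N87 and 273 for 4 h MKN1 against Hs746T.

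With library size alone as the scaling, regulated genes numbered 16 for MKN1 4 h EGF + cetuximab against EGF. Genes of the paper's lists passing the criteria numbered 14 for the apoptosis genes of the paper in NCI-N87 24 h trastuzumab + afatinib. The fold over-representation was 2.56 (p.adjust = 0.307) for cytokines and their receptors in MKN1 24 h cetuximab, 0.72 (p.adjust = 1) for the G2/M list in NCI-N87 24 h afatinib and 0.95 (p.adjust = 1) for the paper's apoptosis list in NCI-N87 24 h trastuzumab + afatinib. The score difference was -0.55 for the G2/M list in MKN7 24 h afatinib, -1.83 for the S phase list in NCI-N87 24 h afatinib, -0.73 for the G2/M list in NCI-N87 24 h afatinib, -1.4 for the DNA replication list in NCI-N87 24 h afatinib, 0.32 for the G2/M list in MKN7 4 h afatinib, -0.36 for rRNA processing in MKN7 4 h afatinib and -0.07 for rRNA processing in MKN1 4 h afatinib.

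Without a filter, the fold over-representation was 2.31 (p.adjust = 0.00221) for the paper's apoptosis list in NCI-N87 24 h afatinib. Genes whose afatinib effect differed between lines numbered 2 for the DNA replication list in 24 h MKN7 against MKN1.

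With at least 10 counts in every library required, regulated genes numbered 194 for MKN1 4 h EGF, 11 for MKN1 4 h EGF + cetuximab against EGF, 934 for MKN1 24 h EGF, 1.3e+02 (79 higher and 48 lower) for MKN1 24 h cetuximab, 325 for MKN1 24 h EGF + cetuximab, 394 for MKN1 24 h afatinib, 402 for MKN1 24 h trastuzumab + afatinib, 18 for MKN1 24 h EGF + cetuximab against EGF, 412 for MKN7 4 h afatinib, 1504 for MKN7 24 h afatinib, 1535 for MKN7 24 h trastuzumab + afatinib, 3763 for NCI-N87 24 h afatinib and 3994 for NCI-N87 24 h trastuzumab + afatinib. Genes of the paper's lists passing the criteria numbered 15 for the apoptosis genes of the paper in NCI-N87 24 h trastuzumab + afatinib. The fold over-representation was 27.09 (p.adjust = 0.234) for chemokines in MKN1 4 h cetuximab, 5.31 (p.adjust = 0.0513) for cytokines and their receptors in MKN1 24 h cetuximab, 15.64 (p.adjust = 0.0513) for chemokines in MKN1 4 h EGF, 11.64 (p.adjust = 0.0794) for chemokines in NCI-N87 4 h afatinib, 1.48 (p.adjust = 0.218) for the G2/M list in NCI-N87 24 h afatinib and 1.35 (p.adjust = 0.695) for the paper's apoptosis list in NCI-N87 24 h trastuzumab + afatinib. Genes whose afatinib effect differed between lines numbered 10 for the S phase list in 24 h MKN7 against MKN1.

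With the replicate block, regulated genes numbered 1.2e+02 (43 higher and 73 lower) for MKN1 4 h cetuximab, 51 for MKN1 4 h EGF + cetuximab, 214 for MKN1 4 h afatinib, 65 for MKN1 4 h EGF + cetuximab against EGF, 411 for MKN1 24 h cetuximab, 102 for MKN1 24 h EGF + cetuximab against EGF, 3 for MKN7 24 h trastuzumab, 2 for NCI-N87 24 h trastuzumab, 66 for Hs746T 4 h afatinib, 10 for Hs746T 4 h trastuzumab + afatinib, 1 for Hs746T 24 h afatinib and 3 for Hs746T 24 h trastuzumab + afatinib. Genes whose afatinib effect differed between lines numbered 8315 for 24 h NCI-N87 against MKN7, 33 for the G2/M list in 24 h NCI-N87 against MKN7, 5182 for 24 h MKN7 against MKN1, 13 for the paper's apoptosis list in 24 h MKN7 against MKN1, 28 for the S phase list in 24 h MKN7 against MKN1, 19 for the G2/M list in 24 h MKN7 against MKN1, 18 for the DNA replication list in 24 h MKN7 against MKN1, 2660 for 4 h MKN1 against MKN7, 8 for the paper's motility list in 4 h MKN1 against MKN7, 2682 for 4 h MKN1 against NCI-N87, 9 for the paper's motility list in 4 h MKN1 against NCI-N87, 3665 for 4 h MKN1 against Hs746T and 13 for the paper's motility list in 4 h MKN1 against Hs746T.

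Counting by adjusted p only, which was chosen after seeing the data, genes of the paper's lists passing the criteria numbered 44 for the apoptosis genes of the paper in NCI-N87 24 h afatinib, 44 for the apoptosis genes of the paper in NCI-N87 24 h trastuzumab + afatinib and 44 for the apoptosis genes of the paper after both treatments.

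Across the 3 fits that each left out one replicate, regulated genes numbered from 1.6e+02 to 286 for MKN1 4 h EGF, from 38 to 50 for MKN1 4 h cetuximab, from 7 to 29 for MKN1 4 h EGF + cetuximab, from 82 to 1.0e+02 for MKN1 4 h afatinib, from 87 to 103 for MKN1 4 h trastuzumab + afatinib, from 5 to 30 for MKN1 4 h EGF + cetuximab against EGF and from 998 to 1980 for MKN1 24 h EGF. They ranged from 64 to 265 for MKN1 24 h cetuximab, from 136 to 827 for MKN1 24 h EGF + cetuximab, from 325 to 941 for MKN1 24 h afatinib, from 342 to 918 for MKN1 24 h trastuzumab + afatinib, from 5 to 34 for MKN1 24 h EGF + cetuximab against EGF and from 401 to 526 for NCI-N87 4 h afatinib. Genes of the paper's lists passing the criteria numbered from 6 to 9 for the motility genes of the paper in MKN1 4 h afatinib, from 7 to 11 for the motility genes of the paper in MKN1 4 h trastuzumab + afatinib and from 6 to 9 for the motility genes of the paper after both treatments. The fold over-representation was from 0 to 90.25 for chemokines in MKN1 4 h cetuximab, from 4.23 to 25.89 for cytokines and their receptors in MKN1 4 h cetuximab, from 1.82 to 7.63 for cytokines and their receptors in MKN1 24 h cetuximab, from 1.28 to 1.96 for the G2/M list in NCI-N87 24 h afatinib, from 1.46 to 1.69 for the paper's apoptosis list in NCI-N87 24 h afatinib, from 1.45 to 1.7 for the paper's apoptosis list in NCI-N87 24 h trastuzumab + afatinib and from 15.8 to 48.43 for chemokines in MKN1 4 h afatinib. Genes whose afatinib effect differed between lines numbered from 4189 to 6691 for 24 h NCI-N87 against MKN1, from 15 to 35 for the G2/M list in 24 h NCI-N87 against MKN1, from 3070 to 4521 for 24 h NCI-N87 against MKN7, from 6 to 14 for the G2/M list in 24 h NCI-N87 against MKN7, from 609 to 1684 for 24 h MKN7 against MKN1, from 0 to 4 for the paper's apoptosis list in 24 h MKN7 against MKN1 and from 0 to 25 for the S phase list in 24 h MKN7 against MKN1. They ranged from 0 to 8 for the G2/M list in 24 h MKN7 against MKN1, from 0 to 13 for the DNA replication list in 24 h MKN7 against MKN1, from 55 to 396 for 4 h MKN1 against MKN7, from 1 to 1 for the paper's motility list in 4 h MKN1 against MKN7, from 88 to 355 for 4 h MKN1 against NCI-N87, from 1 to 5 for the paper's motility list in 4 h MKN1 against NCI-N87 and from 29 to 1.1e+02 for 4 h MKN1 against Hs746T. They ranged from 1 to 6 for the paper's motility list in 4 h MKN1 against Hs746T.

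Library size alone shifted the median log2FC of all genes by -0.11 in MKN1 4 h EGF, -0.2 in MKN1 24 h EGF, -0.12 in MKN1 24 h EGF + cetuximab, 0.13 in MKN1 24 h trastuzumab + afatinib, 0.11 in MKN7 24 h afatinib, 0.12 in MKN7 24 h trastuzumab + afatinib, 0.26 in NCI-N87 24 h afatinib and 0.31 in NCI-N87 24 h trastuzumab + afatinib. It moved the share of regulated genes that were higher from 83.3% to 67.1% in MKN1 4 h EGF, 35.6% to 52.9% in MKN1 4 h afatinib, 32.6% to 49% in MKN1 4 h trastuzumab + afatinib, 25.3% to 11.8% in MKN1 24 h EGF, 73.7% to 85.1% in MKN1 24 h trastuzumab + afatinib, 53.3% to 65.7% in MKN7 4 h afatinib, 61.2% to 77% in NCI-N87 24 h afatinib and 61.3% to 78.9% in NCI-N87 24 h trastuzumab + afatinib. These shares depend on the scaling, and in MKN1 4 h afatinib the majority turned from lower to higher genes.

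Numbers written as 1.2e+02 are rounded to 2 digits. In data simulated for MKN7 cells, without correlation between same-numbered replicates, 194 of 200 genes changed by a log2FC of 1.5 were regulated. Of 200 genes changed by 0.5, 0 were regulated, and 92 had a false discovery rate below 0.05.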

Differences from the paper's values

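The number of apoptosis genes regulated in NCI-N87 cells after both treatments at 24 h and in neither MKN1 nor MKN7 cells was 18, against the paper's 44. It was 16 under only the 2 groups compared, 16 under DESeq2, 12 under library size only, 15 under no filter, 12 under at least 10 counts in every library, 18 under replicate block, 16 under without replicate 1, 17 under without replicate 2 and 18 under without replicate 3, so none of these alternatives, which were set before the data were examined, closed the gap. Counted by adjusted p only, a setting chosen after seeing the data, 44 genes passed in NCI-N87 cells after both treatments, and 14 of them passed in neither other line.

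In the unit in which the paper states its depth, counts on genes averaged 5.07 per library, against the paper's 3 for reads. Counts on genes and reads are different measures, and no alternative changes this total.

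The paper calls each of its apoptosis genes regulated in NCI-N87 cells. Of these, 24 did not pass the criteria after afatinib, all of them lower than in untreated cells. Their absolute log2FC was from 0.62 to 0.99 and their adjusted p from edgeR at most 0.00546. PAK2 (log2FC -0.99) passed without replicate 2 and PEA15 (-0.95) without replicate 3, and the other 22 under none of the preset settings. After trastuzumab + afatinib, 21 did not pass, under none of the preset settings, all of them lower, with an absolute log2FC from 0.62 to 0.96. Library size alone shifted the median log2FC of all genes upward in these 2 contrasts, by 0.26 and 0.31. That setting could therefore not bring falls past the limit, and it does not exclude scaling as a cause of the gap.

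The paper calls each of its motility genes regulated in MKN1 cells after both treatments at 4 h. The log2FC of ETS1 was -0.99 after afatinib, and no preset setting called it there. ITGA2 had an adjusted p of 0.0587 after afatinib and 0.0579 after trastuzumab + afatinib. It was called after afatinib under DESeq2, no filter, replicate block and without replicate 3, and after trastuzumab + afatinib under DESeq2, no filter, at least 10 counts in every library, replicate block and without replicate 3. HAS2 had an adjusted p of 0.0602 and 0.0817. It was called after afatinib under DESeq2 and replicate block, and after trastuzumab + afatinib under DESeq2, replicate block and without replicate 2. Counted by adjusted p only, chosen after seeing the data, ETS1 passed.

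The paper names DUSP7 among the genes regulated in MKN1 cells after 4 h afatinib. Its log2FC was -1.0 and did not pass the limit. It passed with DESeq2 (-1.01), without replicate 1 (-1.02) and without replicate 2 (-1.05).

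The paper reports cell cycle, DNA replication and ribosome biogenesis pathways as enriched in MKN7 cells after 24 h afatinib. The fixed lists tested in their place were over-represented 0.9-fold (S phase), 0.28-fold (G2/M), 0-fold (DNA replication) and 0.89-fold (rRNA processing), under no setting past the threshold. The paper reports Jak-STAT signaling as enriched in MKN1 cells after 24 h EGF and in MKN7 cells after 4 h afatinib, and RNA polymerase in NCI-N87 cells after 24 h afatinib. The fixed lists were over-represented 0.48-fold, 2.35-fold and 1.3-fold, under no setting past the threshold. These lists are not the pathways of the paper.

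In a passage on cetuximab and afatinib in MKN1 cells, the paper states that most genes of the immune-related pathways were lower after 24 h of treatment. Of the genes for cytokines and their receptors, 9 were regulated higher and 3 lower in MKN1 cells after 24 h afatinib. After 24 h cetuximab, 5 were regulated higher and 1 lower. With DESeq2, 9 were higher and 5 lower after afatinib, and 3 higher and 2 lower after cetuximab. With library size alone, 12 were higher and 3 lower after afatinib, and 5 higher and 0 lower after cetuximab. Other lists went the other way. After 24 h cetuximab, 6 MAPK target genes were regulated, all lower. CXCL8 was the only chemokine gene regulated after afatinib, and it was lower, while 0 were regulated after cetuximab. None of these lists is a pathway of the paper, so they do not settle the direction of its genes.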

Other observations

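The tests of composition scaling and the exchanges within same-numbered pairs were chosen only after the result was seen.

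The cell cycle lists were lower in MKN1 cells after 24 h afatinib, below the fold change limit. The median log2FC was -0.35 for the S phase, -0.44 for the G2/M and -0.32 for the DNA replication genes. Against 10000 random lists matched for expression level, GC content and length, 0 were as low for any of the 3 lists (share 1e-04 each with the list itself counted, the smallest these lists can give), although genes of a list are not independent. With library size alone the mean scores changed by -0.29, -0.35 and -0.21. With TMM normalization, every afatinib library lay below every untreated library (two-sided exact permutation test, p = 0.1, the smallest p possible). These values are consistent with a weaker cell cycle response in MKN1 cells that the fold change limit hides. This remains a hypothesis, found and tested on the same data.

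At 4 h the G2/M genes were slightly higher after afatinib in MKN7 cells (median log2FC 0.23) and NCI-N87 cells (0.18), and 0 of the matched random lists were as high (share 1e-04 with the list itself counted, the smallest they can give). With library size alone the scores rose by 0.32 and 0.26. Genes for rRNA processing were lower at 4 h, with a median log2FC of -0.46 in MKN7, -0.53 in NCI-N87 and -0.18 in MKN1 cells (share 1e-04 each among matched random lists). In MKN1 cells the mean score of these genes changed by -0.17, and by -0.07 with library size alone. A candidate explanation, not tested further, is that ribosome production falls before the cell cycle genes do.

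Whether trastuzumab shifts expression slightly in the direction of afatinib was tested on the afatinib genes of the other time point. The mean shift was 0.118 log2 units in MKN1, 0.234 in MKN7 and 0.151 in NCI-N87 cells, in the direction of afatinib in 5, 5 and 4 of 6 same-numbered pairs. At 4 h alone it was 0.046, 0.058 and -0.116, the last against the direction of afatinib, and at 24 h alone 0.191, 0.41 and 0.419. In two-sided exact permutation tests over 400 regroupings, p was 0.635, 0.33 and 0.2, where 0.005 was the smallest possible. These regroupings do not keep same-numbered pairs together. With trastuzumab and untreated libraries exchanged only within the 6 pairs, the exact p was 0.156, 0.0625 and 0.25 over 64 exchanges, where 0.0312 was the smallest possible. A small shift was neither shown nor excluded.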
